# Therapeutic targeting of Notch signaling and immune checkpoint blockade in a spontaneous, genetically heterogeneous mouse model of T-cell acute lymphoblastic leukemia

**DOI:** 10.1242/dmm.040931

**Published:** 2019-09-01

**Authors:** Jie Gao, Michael Van Meter, Susana Hernandez Lopez, Guoying Chen, Ying Huang, Shumei Ren, Qi Zhao, Jose Rojas, Cagan Gurer, Gavin Thurston, Frank Kuhnert

**Keywords:** T-ALL, Notch1, Targeted therapy, PD-1 blockade, Immunotherapy

## Abstract

T-cell acute lymphoblastic leukemia (T-ALL) is an aggressive hematologic cancer derived from the malignant transformation of T-cell progenitors. Outcomes remain poor for T-ALL patients who have either primary resistance to standard-of-care chemotherapy or disease relapse. Notably, there are currently no targeted therapies available in T-ALL. This lack of next-generation therapies highlights the need for relevant preclinical disease modeling to identify and validate new targets and treatment approaches. Here, we adapted a spontaneously arising, genetically heterogeneous, thymic transplantation-based murine model of T-ALL, recapitulating key histopathological and genetic features of the human disease, to the preclinical testing of targeted and immune-directed therapies. Genetic engineering of the murine *Notch1* locus aligned the spectrum of *Notch1* mutations in the mouse model to that of human T-ALL and confirmed aberrant, recombination-activating gene (RAG)-mediated 5′ *Notch1* recombination events as the preferred pathway in murine T-ALL development. Testing of Notch1-targeting therapeutic antibodies demonstrated T-ALL sensitivity to different classes of Notch1 blockers based on Notch1 mutational status. In contrast, genetic ablation of Notch3 did not impact T-ALL development. The T-ALL model was further applied to the testing of immunotherapeutic agents in fully immunocompetent, syngeneic mice. In line with recent clinical experience in T-cell malignancies, programmed cell death 1 (PD-1) blockade alone lacked anti-tumor activity against murine T-ALL tumors. Overall, the unique features of the spontaneous T-ALL model coupled with genetic manipulations and the application to therapeutic testing in immunocompetent backgrounds will be of great utility for the preclinical evaluation of novel therapies against T-ALL.

## Abstract (precis)

**Summary:** Adapting a spontaneous, genetically heterogenous T-ALL model to preclinical testing demonstrated that response to therapeutic anti-Notch1 antibodies was determined by Notch1 mutational status and that PD-1 immune checkpoint blockade alone lacked anti-tumor activity.

## INTRODUCTION

T-cell acute lymphoblastic leukemia (T-ALL) is an aggressive hematologic tumor which arises from the malignant transformation of T-cell progenitors (Belver and Ferrando, 2016; Vadillo et al., 2018). The disease accounts for 15-25% of acute lymphoblastic leukemia cases and affects both children and adults. The implementation of intensive, multi-agent chemotherapy regimens has dramatically improved disease outcomes, particularly in the pediatric setting (Pui et al., 2008). However, T-ALL patients whose disease is chemo-refractory or has relapsed remain a major unmet medical need (Litzow and Ferrando, 2015; Marks and Rowntree, 2017). Importantly, there are currently no targeted therapies available, and current immunotherapies have so far not proven effective in T-ALL (Ishitsuka et al., 2018; Ratner et al., 2018). Overall, this lack of effective treatment options necessitates the discovery of new therapeutic strategies and a better understanding of the disease biology (Litzow and Ferrando, 2015; Van Vlierberghe and Ferrando, 2012).

T-ALL is a biologically and genetically heterogeneous disease (for a recent review see Belver and Ferrando, 2016), reflecting developmental arrest and oncogenic transformation at different stages of thymocyte development (Ferrando et al., 2002). The NOTCH1 signaling pathway is critical for thymocyte development and is also a major oncogenic driver in T-ALL, with activating *NOTCH1* mutations detected in approximately 60% of T-ALL patients (Radtke et al., 2004; Weng et al., 2004). Despite its critical role in T-ALL, NOTCH1-targeting therapies have failed so far to produce strong anti-tumor responses, largely due to difficulties in finding acceptable therapeutic windows for these agents (Takebe et al., 2014; Wei et al., 2010).

The meaningful preclinical evaluation of novel therapeutic approaches requires the use of representative (of the clinical situation) and thus predictive mouse models; for the testing of immunotherapeutic drugs these models should provide a fully immunocompetent context. In fact, the lack of appropriately predictive preclinical models is frequently identified as a major reason for the high attrition rate in drug development (Hutchinson and Kirk, 2011). Existing preclinical T-ALL models are based on either the genetic manipulation of specific oncogenes or tumor suppressor genes, or the transplantation of human disease into immunodeficient host mice (García-Peydró et al., 2018; McCormack et al., 2013; McGuire et al., 1992; Pear et al., 1996). Recently, a spontaneously arising, thymus-transplantation-based mouse model of T-ALL was described (Martins et al., 2014), which gives rise to genetically distinct T-ALL cases recapitulating many of the key histologic and genetic features of the human disease. Here, we built on this model to develop it into a platform for preclinical testing. We improved the model by genetic modification of the murine *Notch1* locus to better align the spectrum of murine *Notch1* mutations to the human disease, thereby showing that recombination-activating gene (RAG)-mediated deletions in the 5′ region of the *Notch1* gene are the preferred mechanism to achieve *Notch1* activation in mice. Genetic deletion of Notch3 does not impair T-ALL development. Furthermore, we demonstrate the application of the model to the testing of targeted and immunotherapeutic agents in fully immunocompetent animals. In particular, we describe the effects of Notch1 inhibition and anti-PD-1 (programmed cell death 1) immune checkpoint blockade on T-ALL progression. Going forward, this enhanced, genetically heterogeneous model will be of great utility for the preclinical evaluation of novel therapeutic strategies against T-ALL.

## RESULTS

### Generation and characterization of the thymus-transplantation-based murine T-ALL model

To set up the thymus-transplantation-based mouse T-ALL model, newborn wild-type B6.Ly5.1 thymus (CD45.1^+^) was implanted under the kidney capsule of T-cell-progenitor-deficient CD45.2^+^ *Rag2^−/−^ Ιl2rg^−/−^* [double knockout (DKO)] mice, as described previously (Martins et al., 2014). DKO host mice exhibited signs of distress as early as 11 weeks post-transplant and succumbed to disease starting at 13 weeks post-thymus-implantation. More than 60% of transplanted DKO mice died within 1-year post-transplant, with about half of events occurring between 16 and 20 weeks (Fig. 1A). Thymocyte-progenitor proficient *Rag2^−/−^* host mice, used as controls in this study, did not exhibit any signs of leukemia development (Fig. 1A). Gross examination of transplanted DKO mice revealed significantly expanded thymic grafts as well as splenomegaly and pale bone marrow and liver, presumably due to the presence of leukemic cells (Fig. S1). Histological analysis demonstrated infiltration of neoplastic cells into liver and spleen, while blood and bone marrow smears confirmed the lymphoblastic morphology of the infiltrating cells (Fig. 1B). CD4^lo/+^CD8^+^ double-positive (DP) T cells were detected in peripheral blood, a hallmark of T-ALL, as well as in lymphoid tissues such as spleen and bone marrow (Fig. 1C). T-ALL cells, both CD4^+^CD8^+^ and CD4^lo^CD8^+^ populations, were highly proliferative (Fig. 1D). Individual T-ALL cases exhibited an immunophenotypic spectrum with varying expression of surface CD4, CD8, CD44 and CD25 (Fig. S2).

**Fig. 1.**
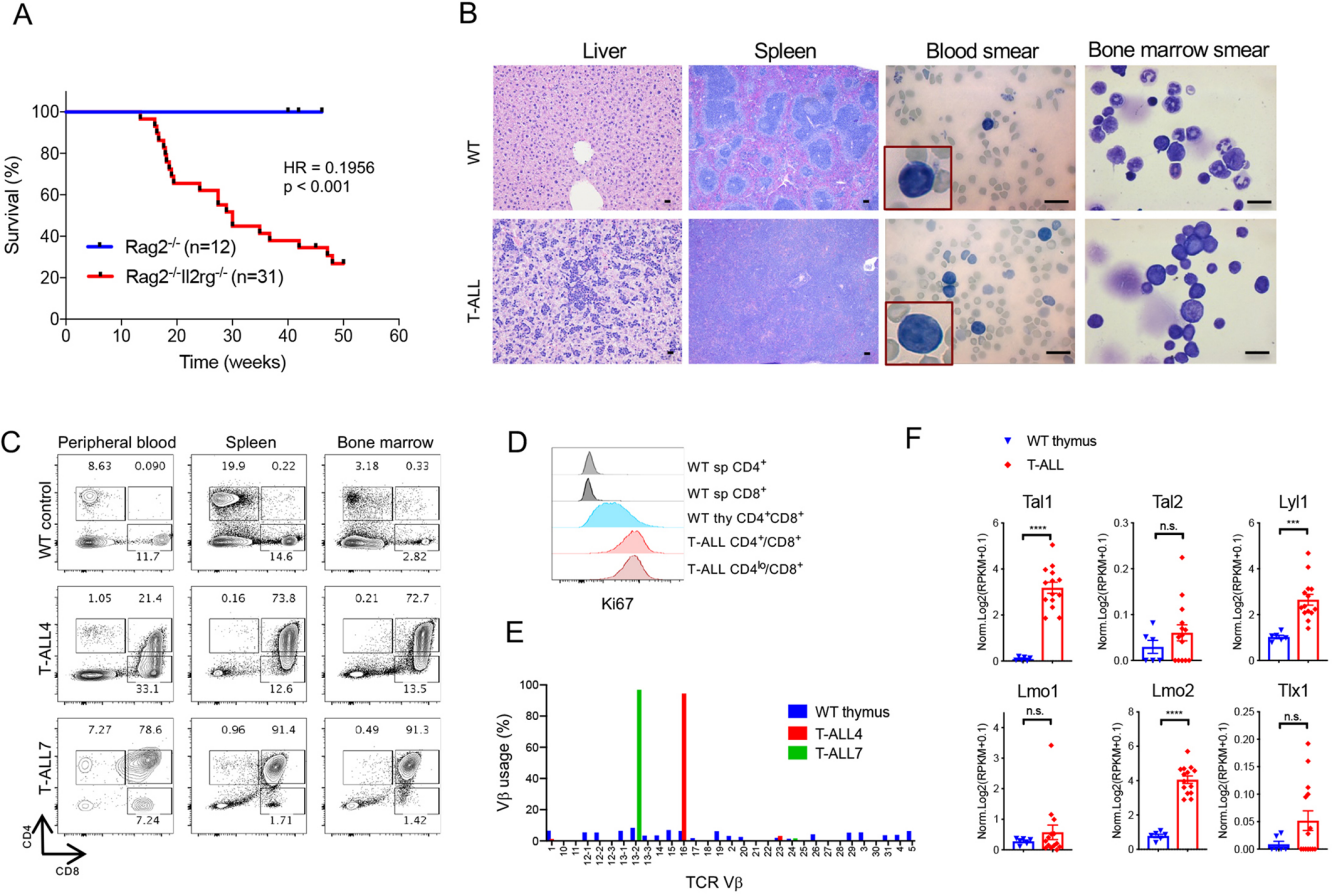
**Characterization of the murine thymus-transplantation-based T-ALL model.** (A) Survival curves of *Rag2*^−/−^*Il2rg*^−/−^ (DKO) and the control *Rag2*^−/−^ mice post-implantation of wild-type newborn thymus. Survival curves were compared by log-rank (Mantel-Cox) test. *P*-value and hazard ratio (HR) are indicated. (B) Representative H&E staining of liver and spleen, and Giemsa staining of bone marrow and peripheral blood smear from diseased T-ALL and wild-type (WT) mice. C57BL/6 mice were used as WT control. Scale bars: 10 mm. (C) Representative FACS plots of peripheral blood, spleen and bone marrow in two T-ALL mice (T-ALL4 and T-ALL7) and one WT control. (D) Ki67 staining of T-ALL cells (CD4^+^/CD8^+^ and CD4^lo^/CD8^+^ from spleen of a T-ALL mouse) and WT control T cells (CD4^+^ and CD8^+^ from spleen, and CD4^+^CD8^+^ from thymus of a C57BL/6 mouse). (E) TCR Vβ usage in normal WT thymus tissue compared to leukemic cells from T-ALL4 and T-ALL7. (F) Expression of oncogenic transcription factors in individual T-ALL cases compared to normal WT thymus. Each dot represents one mouse and bars represent mean±s.e.m. Groups were compared by one-way ANOVA with Dunnett's multiple-comparison test (***P<0.001; ****P<0.0001; n.s. not statistically significant).

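Exomes of 19 primary T-ALL cases that arose from wild-type B6.Ly5.1 thymus transplanted into immunodeficient DKO hosts were analysed from the list of somatic variants that the authors deposited. DKO hosts lack Rag2 and the common gamma chain and therefore have no T, B or NK cells of their own. Sample labels name the BALB/c background of the host, and the paper gives the strains of both the host and the donor thymus. Whole-exome sequencing reads the protein-coding part of the genome after capture with probes, and a somatic variant is a base change found in the leukemic sample and not in a normal control. The control named in the exome methods, along with the copy-number steps, is DKO spleen, which is host and not donor tissue. With such a control, a variant inherited from a donor could be listed as somatic. The list held 538 variants, with 516 single-base substitutions, 13 insertions and 9 deletions. Each variant came with its position, gene, transcript, predicted protein change, variant allele frequency (VAF, the fraction of reads with the variant base) and total read coverage. All 538 reference alleles matched the GRCm38 mouse genome at their listed positions, and the 466 transcripts were found in the GENCODE M21 annotation. The list contained 505 non-synonymous changes, 21 frameshifts, 10 new stop codons, 1 lost stop codon and 1 in-frame insertion or deletion, and therefore no silent changes. Coverage at the listed variants ranged from 16 to 558 reads in nuclear genes, with a median of 50 over the whole list. The median coverage of a case's variants ranged from 22.5 reads in T-ALL201 to 96.0 reads in T-ALL36. These depths refer to variant positions only, so the depth at positions without a variant is unknown. VAFs ranged from 0.20 to 0.938. Variant reads were taken as VAF multiplied by coverage, and intervals for single VAFs and for shares of cases are 95% Wilson binomial intervals, which cover counting error only. Each case was a single mouse sequenced once, so a case has no replicate. Each genomic variant was counted once per case, substitutions were counted as point mutations, and no further filter was applied.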

T-ALL obtained in individual mice was further characterized at the molecular level by whole-exome sequencing of unfractionated spleen cells (on average consisting of greater than 80% CD4^+/lo^CD8^+^ leukemic cells). Individual T-ALL cases exhibited variable, but generally low, numbers of point mutations and small insertions/deletions (Table 1), in line with the incidence of somatic mutation observed in human T-ALL (Ma et al., 2018). 

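Point mutations per case had a median of 9 over the 19 cases, and small insertions and deletions had a median of 1. T-ALL5 carried 375 point mutations. The other 18 cases carried between 0 and 17, with a mean of 7.83 ± 4.44 (SD, n = 18 cases), and their total of 141 was less than the number in T-ALL5 alone. T-ALL14 had the next highest number, 17, followed by T-ALL126 with 14 and T-ALL124 with 12. T-ALL201 and T-ALL204 had 2 each, and the only variant of T-ALL203 was an insertion. T-ALL5 and T-ALL48 each carried 4 small insertions and deletions, T-ALL202 carried 3, and 8 cases carried none. Requiring at least 10 variant reads moved the median of point mutations most, to 7. The cases differ in depth, and a case with lower coverage can show fewer variants.

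**Figure D1:**
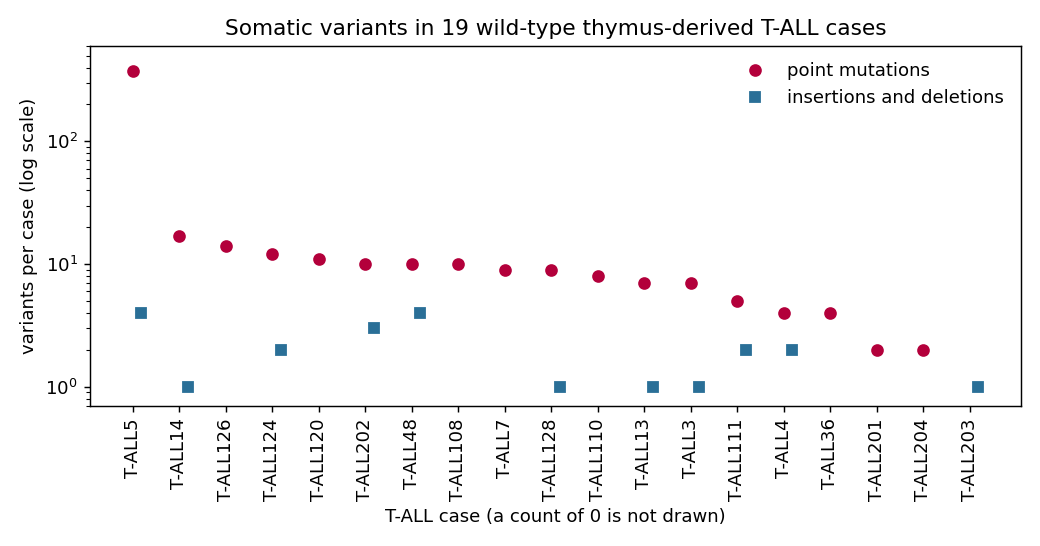
Point mutations (circles) and small insertions and deletions (squares) in each of 19 T-ALL cases, ordered by point mutations, on a log axis of variants per case. T-ALL5 lies at 375 point mutations and T-ALL14, the next case, at 17.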

Copy number variation analysis identified large genomic lesions indicative of genomic instability in some T-ALL cases (Fig. S3A). Consistent with the high frequency of *NOTCH1* activating mutations in human T-ALL (Weng et al., 2004), gain-of-function (GOF) *Notch1* mutations were prominent in the spontaneous T-ALL model (Table 1). 

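Notch1 had more protein-altering mutations than any other gene in the list, with 14 variants in 12 of 19 cases (63.2%, 95% Wilson interval 41.0 to 80.9). Ikzf1 was the only other gene mutated in 3 or more cases. Notch1 lies on the reverse strand of chromosome 2 of GRCm38, from 26457903 to 26516663, and the transcript used by the authors, ENSMUST00000028288, has 34 exons and encodes 2531 residues. The variants comprised 8 frameshifts, all from insertions, 2 new stop codons and 4 non-synonymous changes. Of the 14 variants, 11 lay in exon 34, from 26457903 to 26460976, which encodes the C-terminal end of the protein. VAFs of the Notch1 variants ranged from 0.231 to 0.519, with a median of 0.336. The 7 cases without a listed Notch1 variant were T-ALL4, T-ALL7, T-ALL36, T-ALL128, T-ALL201, T-ALL203 and T-ALL204. Deletions at the 5′ end and gene fusions were assessed in the paper by other methods and were not analysed here.

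**Figure D2:**
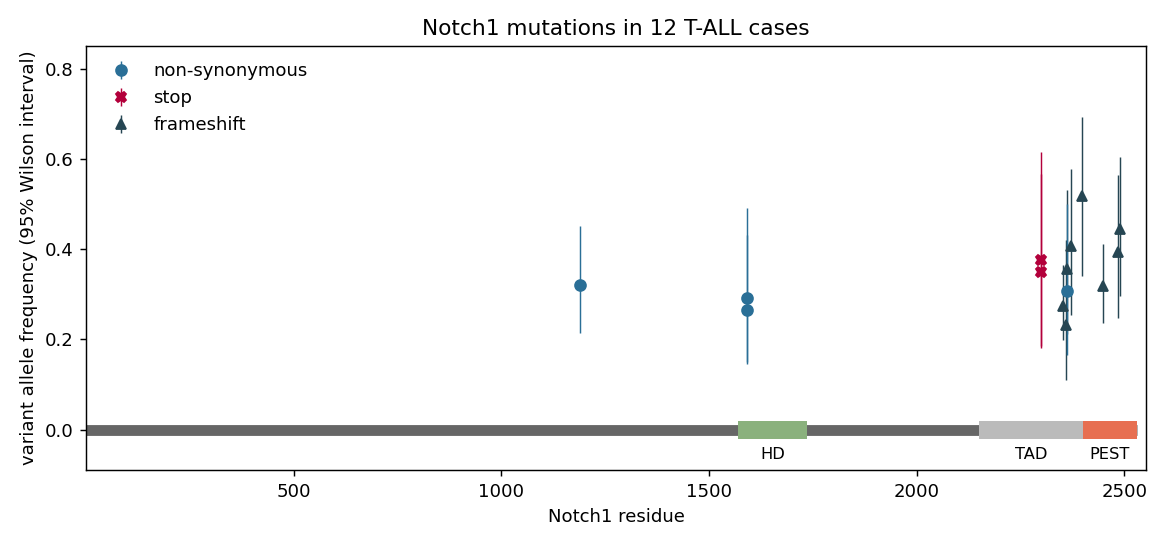
VAF of each of the 14 Notch1 mutations against its residue in the protein, with 95% Wilson intervals; frameshifts are triangles, new stop codons are crosses and non-synonymous changes are circles. The bar shows the residues taken as the HD, the TAD (from the end of the ankyrin repeats up to the PEST domain) and the PEST domain (from 2400), and 11 mutations lie at or after residue 2300.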

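Truncating Notch1 mutations downstream of the ankyrin repeats, that is frameshifts and new stop codons, were listed in 10 of 19 T-ALL cases (52.6%, 95% Wilson interval 31.7 to 72.7). They began between residues 2300 and 2489 of 2531, so each would remove or replace the C-terminal end of the protein. When the PEST domain, the degradation signal at the C terminus, was taken to start at residue 2400, a boundary chosen here because the text does not name one, 3 cases had a mutation within it (15.8%, interval 5.52 to 37.6). These were V2448fs in T-ALL5 with a VAF of 0.317 (33 of 104 reads), S2489fs in T-ALL14 with a VAF of 0.444 (16 of 36 reads) and F2485fs in T-ALL111. The frameshifts Q2372fs in T-ALL13, with a VAF of 0.406 (13 of 32 reads), R2361fs in T-ALL48, with a VAF of 0.355 (11 of 31 reads), and S2398fs in T-ALL202, with a VAF of 0.519 (14 of 27 reads), started upstream of that boundary. T-ALL124 carried T2360fs with a VAF of 0.231 (6 of 26 reads) together with the non-synonymous change R2361Q with a VAF of 0.308 (8 of 26 reads). T-ALL108 and T-ALL120 carried new stop codons at residue 2300 through changes at adjacent bases of chromosome 2, 26460228 and 26460227. They were covered by 16 and 20 reads, and their VAFs of 0.375 and 0.35 did not differ beyond their intervals of 0.185 to 0.614 and 0.181 to 0.567. The forward strand around 26460228 reads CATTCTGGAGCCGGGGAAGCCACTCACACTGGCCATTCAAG. The count within the domain depended on the boundary, with 8 cases when it was set 50 residues further upstream.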

Notch1 PEST-domain mutations, increasing the stability of the Notch1 intracellular domain (N1-ICD), were found in 10 out of 19 (53%) T-ALL samples (Table 1). In addition, 10 out of 19 (53%) samples harbored 5′ deletion in the *Notch1* locus (Table 1, Fig. S3B), which was associated with the constitutive expression of intracellular Notch1 (Ashworth et al., 2010). 

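The only Notch1 mutation in the HD, the region where the extracellular and transmembrane subunits bind each other, was F1592S. It was listed in T-ALL108 and T-ALL110, which gives 2 of 19 cases (10.5%, 95% Wilson interval 2.94 to 31.4). It is an A-to-G change on the forward strand at position 26467842 of chromosome 2, in exon 26. The forward strand around it reads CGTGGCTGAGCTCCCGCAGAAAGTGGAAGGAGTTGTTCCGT. Its VAF was 0.265 (9 of 34 reads, interval 0.146 to 0.431) in T-ALL108 and 0.292 (7 of 24 reads, interval 0.149 to 0.492) in T-ALL110, so the cases were not distinguishable at this depth, and neither has 10 variant reads. With the TAD taken as the residues after the ankyrin repeats, up to a PEST domain starting at 2400, 7 cases had a mutation starting in it (36.8%, interval 19.1 to 59.0). All 7 carried a truncating variant, which would also remove or replace the PEST domain. When truncating mutations downstream of the ankyrin repeats were assigned to the PEST domain, 1 case remained (5.26%, interval 0.935 to 24.6), T-ALL124 with its non-synonymous change. T-ALL126 carried S1189F in exon 22, outside both domains, with a VAF of 0.321 (18 of 56 reads).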

Mutations in the Notch1 heterodimerization domain (HD) and the transactivation domain (TAD) were found at low frequency in T-ALL tumors: 11% and 5%, respectively (Table 1). Activating *Notch1* mutations in individual T-ALL cases were associated with the increased expression of the Notch1 target genes *c-Myc* and *Hes1* relative to normal T cells from C57BL/6 spleens (Fig. S4). The comparison of gene expression changes in the thymus-transplantation-based T-ALL model relative to a traditional N1-ICD-driven T-ALL model (Li et al., 2008) found overall similar trends in terms of gene changes relative to control. However, gene changes in the thymus-transplantation-based T-ALL model are much less uniform than in the transgenic N1-ICD model, supporting the notion that the thymus-transplantation-based T-ALL spontaneous model captures the molecular heterogeneity of the human T-ALL (Fig. S5).

**Table 1.**
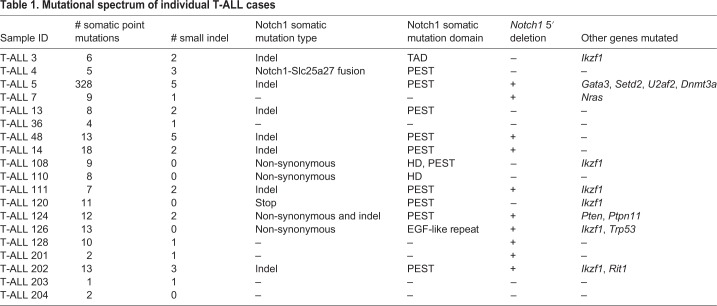
**Mutational spectrum of individual T-ALL cases**

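Protein-altering mutations in Ikzf1, which encodes the transcription factor Ikaros, were listed in 6 of 19 T-ALL cases (31.6%, 95% Wilson interval 15.4 to 54.0), and each of these cases also had a Notch1 mutation. Ikzf1 lies on chromosome 11 of GRCm38. R182Q, in exon 6 at position 11754070, was found in both T-ALL3 and T-ALL120, where its VAF was 0.323 (10 of 31 reads). New stop codons were found in exon 7 in T-ALL108 (R233*, VAF 0.50, 15 of 30 reads) and T-ALL126 (R242*, VAF 0.85, 34 of 40 reads). T-ALL202 carried C142Y with a VAF of 0.856 (101 of 118 reads), and T-ALL111 carried a frameshift at residue 505. The VAFs of T-ALL126 and T-ALL202 had intervals of 0.709 to 0.929 and 0.781 to 0.908. Both lie above those of T-ALL120 (0.186 to 0.499) and T-ALL108 (0.332 to 0.668). The interval of T-ALL111 (0.508 to 0.827) overlaps both, and that of T-ALL3 (0.495 to 0.76) overlaps only that of T-ALL126. The mutations in Trp53, Nras, Ptpn11, Gata3, U2af2 and Setd2 were each listed in 1 case. T-ALL126 had Trp53 R270C at position 69589607 of chromosome 11, with a VAF of 0.803 (49 of 61 reads). T-ALL7 had Nras Q61L with a VAF of 0.375 (9 of 24 reads), and T-ALL124 had Ptpn11 T73I with a VAF of 0.507 (35 of 69 reads). T-ALL5 had Gata3 S136P with a VAF of 0.391 (36 of 92 reads), U2af2 R59G with a VAF of 0.511 (23 of 45 reads) and 3 changes in Setd2, I1999V, N2506S and D2533G. All of these T-ALL5 changes were A-to-G, a kind that together with T-to-C made up 78.9% of its 375 point mutations. Whether they act in the leukemia was not tested. Dnmt3a had 0 variants among those analysed here.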

Other genes frequently mutated in human hematological malignancies (Ley et al., 2010; Mullighan, 2013; Yoshida et al., 2011) were detected in murine T-ALL cases, including *Pten*, *Trp53*, *Ikzf1*, *Gata3*, *Setd2*, *U2af2*, *Ptpn11*, *Dnmt3a* and *Nras* (Table 1). RNA sequencing (RNAseq) and T-cell receptor (TCR) analysis confirmed monoclonality of leukemic disease (Fig. 1E) and detected elevated expression of canonical oncogenic transcription factors (Van Vlierberghe and Ferrando, 2012) in individual T-ALL cases, in particular *Tal1*, *Lyl1* and *Lmo2* (Fig. 1F). Collectively, these data demonstrate that the thymus-transplantation-based mouse T-ALL model recapitulates key features of the human disease, and that each case of mouse leukemia represents an individual disease, characterized by a unique set of phenotypic and genetic features.

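Of 532 distinct variants, 526 were listed in 1 case and 6 in 2 cases, and none was listed in more than 2. Of the 466 genes with a listed variant, 456 were mutated in 1 case only and 10 in 2 or more. The 6 shared variants involved 5 of the 171 possible pairs of cases. Apart from Notch1 and Ikzf1, the genes mutated in more than 1 case, which were identified after the values were seen, were each mutated in 2 cases. From the combination of mutations, phenotype and gene expression, the paper concludes that each leukemia is an individual disease.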

### Humanization of the murine T-ALL *Notch1* mutational spectrum

A distinctive feature of the spontaneous T-ALL model is the frequency of 5′ truncating mutations in the murine *Notch1* locus, resulting in translation initiation from a conserved methionine residue within the transmembrane domain and constitutive expression of N1-ICD (Ashworth et al., 2010); such mutations occur only very rarely in humans (Weng et al., 2004). These 5′ deletions appear to be RAG mediated and are associated with a series of cryptic RAG recombination signal sequences (RSSs) interspersed in the 5′ region of the *Notch1* gene (Ashworth et al., 2010) (Fig. 2A). We hypothesized that the genetic deletion of these ectopic RSSs would prevent aberrant 5′ *Notch1* recombination events, thus skewing the spectrum of murine *Notch1* mutations more towards that of the human disease. 

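The 2 RSSs are cryptic recombination signal sequences, short motifs recognized by the RAG recombinase. Both sequences shown in Fig. S6A matched the reverse strand of chromosome 2 of GRCm38 at 1 place in the genome. The 50-base sequence of the −8131 site, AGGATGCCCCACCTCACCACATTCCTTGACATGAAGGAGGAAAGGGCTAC, lies from 26511698 to 26511747. The 50-base sequence of the +3573 site, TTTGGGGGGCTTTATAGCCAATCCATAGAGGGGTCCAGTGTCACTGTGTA, lies from 26499983 to 26500032. The start codon of Notch1 transcript ENSMUST00000028288 begins at position 26503558. In GENCODE M21, the first sequence lies upstream of that transcript and in intron 1 of ENSMUST00000132820, from 26509770 to 26516541, a Notch1 transcript with an additional upstream exon. The second lies in intron 2 of ENSMUST00000028288, from 26485450 to 26501880. Intron numbers depend on the transcript chosen.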

To that end, the RSS at position −8131, located in intron 1 upstream of the first coding exon of *Notch1*, and RSS at position +3573, within the third intron, were selectively deleted via genetic engineering in mouse embryonic stem (ES) cells (Fig. 2A, Fig. S6A). The resultant allele was termed *Notch1*^DECRREE^ (deletion of ectopic RAG recombinant sites).

**Fig. 2.**
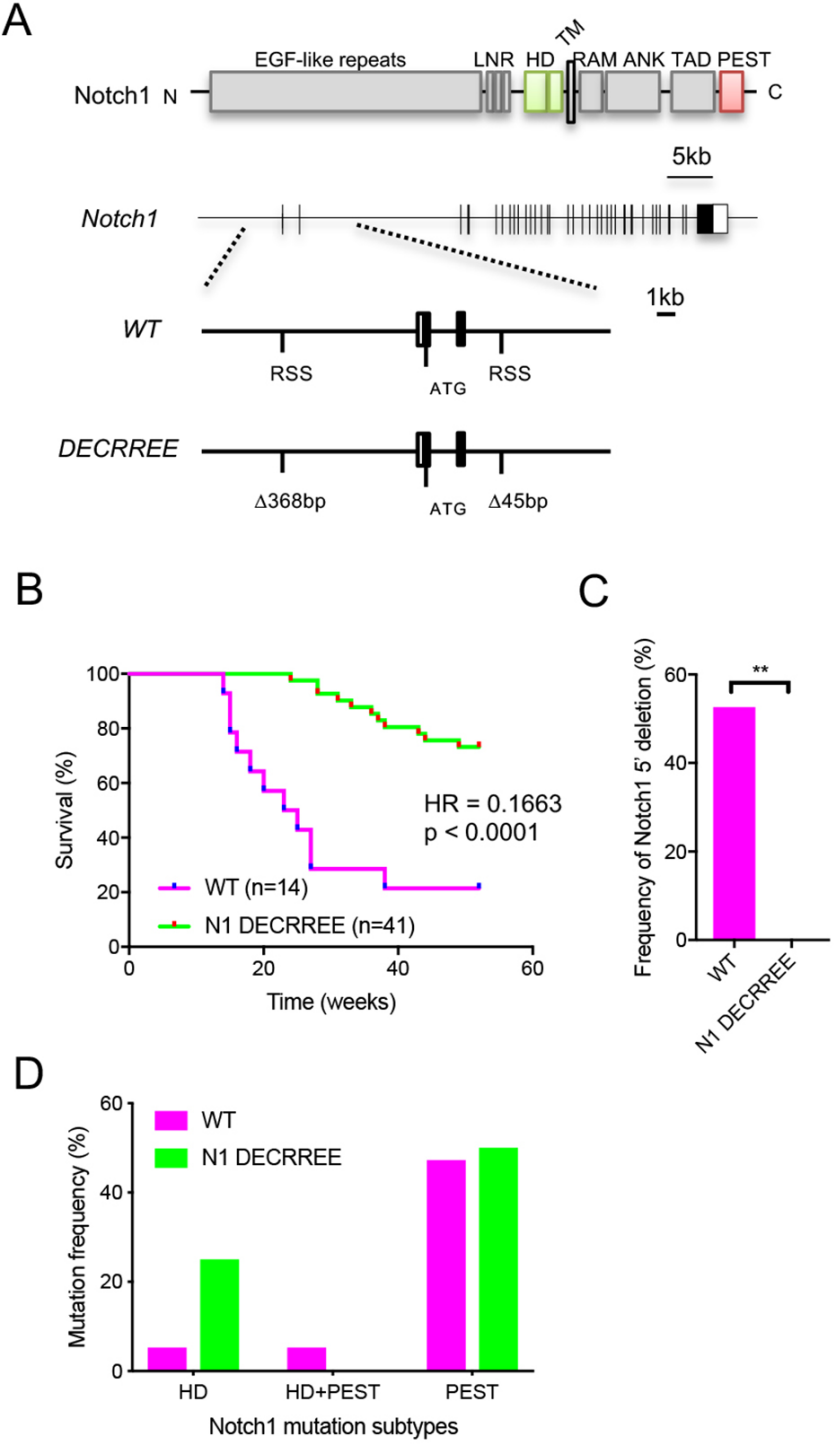
**Humanization of the murine T-ALL Notch1 mutational spectrum.** (A) Schematic of Notch1 protein structure and genomic locus. Insert depicts locations of recombination signal sequences (RSSs) in the 5′ end of the *Notch1* gene at positions −8131 and +3573, and the *Notch1*^DECRREE^ allele with selective deletion of RSSs. RSS deletion encompassed 368 bp and 45 bp, respectively. The start codon is indicated; coding exons are in black. (B) Survival curves of DKO mice transplanted with wild-type (WT) and *Notch1*^DECRREE^ thymus. Groups were compared by log-rank (Mantel-Cox) test. *P*-value and hazard ratio (HR) are indicated. (C) Frequency of *Notch1* 5′ deletions in WT- and *Notch1*^DECRREE^-derived T-ALL. Groups were compared by binomial test (**P<0.001). (D) Frequency of Notch1 HD- and PEST-domain mutations in WT- and Notch1^DECRREE^-derived T-ALL.

Homozygous *Notch1*^DECRREE^ mice exhibited normal T-cell development (Fig. S6B) and responsiveness to *Notch1* signaling blockade, as evidenced by the reduced thymic mass and cellularity (Fig. S6C) consequent to the arrest in T-cell differentiation at the double-negative 1 (DN1) stage (Fig. S6D) (Billiard et al., 2011). To test the impact on leukemogenesis and mutational spectrum, neonatal thymi from homozygous *Notch1*^DECRREE^ mice were used as donor tissue in the T-ALL transplantation model. Compared to wild-type thymus-derived T-ALL, *Notch1*^DECRREE^ thymus-derived T-ALL development was markedly delayed with overall significantly decreased disease penetrance (Fig. 2B), indicating that RSS-RAG-mediated genomic 5′ deletions are a dominant mechanism of *Notch1* activation and resultant leukemogenesis in mice. Leukemic disease that did develop in *Notch1*^DECRREE^ mice was phenotypically similar to wild-type *Notch1*-derived T-ALL with regards to acuteness of disease, elevation of white blood cell counts, and cell-surface CD4/CD8 expression (data not shown). Molecular analysis confirmed that no *Notch1*^DECRREE^-derived T-ALL cases harbored 5′ *Notch1* genomic deletions (Fig. 2C), demonstrating that the RSS at positions −8131 and +3573 are indeed the main mediators of the ectopic RAG recombination events in the murine *Notch1* gene. Whole-exome and Sanger sequencing found activating *Notch1* mutations in 75% (6 out of 8) of *Notch1*^DECRREE^-derived T-ALL cases. Of those, heterodimerization (HD) domain mutations were present in 25%, similar to the *Notch1* HDD mutation frequency of 33% in human T-ALL patients (Grabher et al., 2006), compared to 11% in wild-type *Notch1* thymus-derived T-ALL (Fig. 2D). These findings suggest that the ablation of cryptic RAG-mediated 5′ recombination events in the murine *Notch1* locus does indeed change the range of resultant *Notch1* mutations towards the human spectrum and affect kinetics and penetrance of spontaneous T-ALL.

### Targeting of oncogenic *Notch1* signaling

NOTCH1 is a critical oncogenic driver in T-ALL, and activating *NOTCH1* mutations are present in around 60% of T-ALL patient tumors (Radtke et al., 2004; Weng et al., 2004). Gain-of-function *Notch1* mutations were detected at high frequency in our spontaneous T-ALL model (Table 1). *Notch1* mutations found in mouse T-ALL tumors fall into three main categories: (1) PEST-domain mutations, which increase the stability of N1-ICD, (2) 5′ deletions of the *Notch1* locus, which result in constitutive expression of N1-ICD, and (3) Notch1 HD domain mutations, which increase Notch1 susceptibility to ligand-independent, proteolytic activation (Malecki et al., 2006), and which were detected with increased frequencies in murine T-ALL cases derived from *Notch1*^DECRREE^ thymus. Based on their respective mechanisms of Notch1 activation, these three classes of Notch1 mutations are thought to exhibit different sensitivities to the two main types of clinical Notch1 inhibitory monoclonal antibodies (mAbs): ligand-blocking (Noguera-Troise et al., 2006) and negative regulatory region (NRR)-targeting (Gordon et al., 2009) mAb. Notch1 PEST-domain mutations are dependent on ligand binding to elicit signaling activity and would be sensitive to both types of inhibitory mAb. *Notch1* 5′ deletions would be resistant to both types of inhibitory antibodies, whereas Notch1 HD-domain mutation-mediated signaling would be specifically blocked by mAb targeting the NRR.

Taking advantage of the thymus-transplantation-based T-ALL system, we set out to test this notion experimentally. First, using an *in vitro* OP9/OP9-DLL1 co-culture system, we confirmed that T-ALL cases characterized by Notch1 PEST-domain mutations (T-ALL4, T-ALL13) required an exogenous source of Notch1 ligands for growth, whereas T-ALL cells with 5′ *Notch1* deletions (T-ALL48, T-ALL5) grew independent of ligand expression (Fig. S7). T-ALL cases with *Notch1* 5′ deletions and PEST domain mutations were sensitive to gamma secretase inhibitor (GSI) treatment *in vitro*. Interestingly, T-ALL7, which carries a *Notch1* 5′ deletion and an *Nras* mutation, was resistant to GSI treatment, suggesting that leukemic cell proliferation is driven by Nras in this model (Fig. S8).

We next sought to test the sensitivity of individual T-ALL cases representing the three categories of Notch1 mutations to inhibitory mAb treatment *in vivo*. For treatment studies, we serially *in vivo* passaged leukemic cells harvested from spleen of primary hosts into secondary immunodeficient DKO hosts. Disease take rate was 100% in secondary DKO recipients, with accelerated tumor growth (median survival time between 25 and 56 days) (Fig. S9). In particular, primary disease from T-ALL4 (Notch1 PEST-domain mutation), T-ALL48 (*Notch1* 5′ deletion) and T-ALL DECRREE2 (*Notch1* HD domain mutation) was transplanted into secondary DKO host mice. When peripheral CD4^lo/+^CD8^+^ leukemic T-cell burden reached 0.5%, mice were treated with a Dll4-blocking mAb (5 mg/kg body weight, once a week), a Notch1-NRR-targeting mAb or control antibody (10 mg/kg body weight, twice weekly). Terminal analysis was performed once mice displayed signs of overt distress. For T-ALL4 (Notch1 PEST-domain mutation), splenomegaly was evident in control-treated animals. However, spleens from mice treated with the Dll4-blocking or the anti-Notch1-NRR antibody had essentially normal spleen weights (Fig. 3A), and peripheral leukemic disease burden was markedly reduced in several anti-Dll4- and anti-Notch1-NRR-treated animals (Fig. 3A). Immunofluorescence analysis of spleens from T-ALL4 demonstrated active Notch1 signaling (N1-ICD^+^) in close proximity to Dll4-positive endothelial cells (Fig. 3D,E), suggesting paracrine signaling interactions and supporting a potential dominant role for Dll4 in promoting oncogenic Notch1 signaling. In contrast to the treatment effects in T-ALL4, Notch1-NRR-targeting or Dll4-blocking mAb did not significantly impact splenic or peripheral disease burden in mice bearing T-ALL48 (*Notch1* 5′ deletion) (Fig. 3B). Lastly, tumor growth in mice transplanted with T-ALL DECRREE2 (HD-domain mutation) was completely inhibited by the treatment with the NRR-targeting anti-Notch1 mAb, but unaffected by Dll4 ligand blockade (Fig. 3C). Collectively, these results demonstrate the applicability of the thymus-transplantation-based T-ALL platform to the preclinical testing of targeted therapies, and further strengthen the experimental framework for the rational mAb-based targeting of Notch1 signaling based on Notch1 mutational status.

**Fig. 3.**
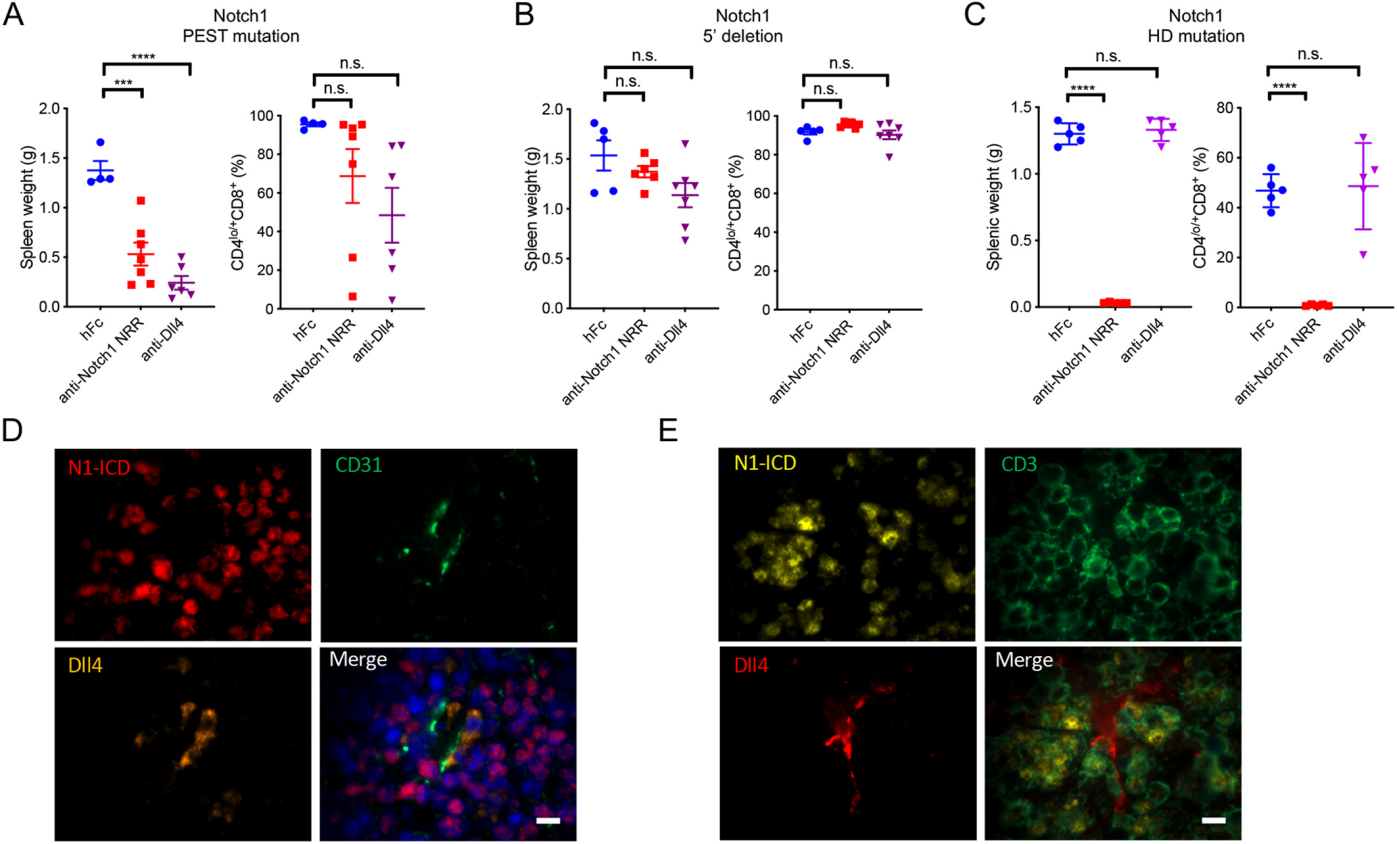
**Notch1 mutational status determines T-ALL treatment response to therapeutic monoclonal antibodies.** (A-C) Spleen weight and T-ALL burden (percentage of CD4^lo/+^CD8^+^ leukemic cells) in the spleen in secondary DKO hosts transplanted with T-ALL4 (with Notch1 PEST mutation; A), T-ALL48 (with *Notch1* 5′ deletion; B) and T-ALL DECRREE2 (with Notch1 HD mutation; C). Mice were treated with hFc control (10 mg/kg body weight, twice a week), Notch1 NRR-targeting antibody (10 mg/kg body weight, twice a week) or Dll4-blocking antibody (5 mg/kg body weight, once a week). Each dot represents one mouse and bars represent mean±s.e.m. Treatment groups were compared by one-way ANOVA with Dunnett's multiple-comparison test (***P<0.001; ****P<0.0001; n.s. not statistically significant). (D) Immunofluorescent staining for Notch1-ICD (red), endothelial marker CD31 (green) and Dll4 (orange) in spleen of T-ALL4-bearing mice. Nuclear DAPI staining (blue) was merged with the other markers in the bottom right panel. (E) Immunofluorescent staining of Notch1-ICD (yellow), T-cell marker CD3 (green) and Dll4 (red) in spleen of T-ALL4-bearing mice. Nuclear DAPI staining (blue) was merged with the other markers in the bottom right panel. Scale bars: 10 mm.

### Genetic ablation of Notch3 does not impact T-ALL development

Although GOF mutations in *NOTCH3* are infrequent in T-ALL, active NOTCH3 signaling, correlating with overall high *NOTCH3* expression, was recently detected at higher than expected frequencies in T-ALL patient samples and patient-derived xenograft (PDX) models (Bernasconi-Elias et al., 2016). This suggests functional involvement of Notch3 in T-ALL development uncoupled from NOTCH3 mutational status. The oncogenic potential of Notch3 has been demonstrated in T-ALL mouse models (Bellavia et al., 2000). We confirmed *NOTCH3* upregulation in human T-ALL patient samples (Fig. 4A) and found that Notch3 expression was upregulated at both the RNA and surface protein level in the spontaneous mouse T-ALL models (Fig. 4B,C). Sequencing analysis did not detect activating mutations in *Notch3* (data not shown). 

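No variant assigned to Notch3 was found among the 538 somatic variants of the 19 exomes, so 0 of 19 cases had a listed Notch3 mutation, with a 95% Wilson interval of 0 to 16.8%. The list gives coverage only where a variant was called, so the depth at Notch3 in these cases is unknown, and a mutation in a poorly covered exon would not have been detected. The text does not name the kind of sequencing behind the statement.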

To elucidate whether *Notch3* upregulation contributes to leukemogenesis in the spontaneous T-ALL model, we generated *Notch3* knockout (KO) mice. Loss of Notch3 protein expression in the KO mice was confirmed by flow cytometry analysis of thymocyte-progenitor populations at DN2 and DN3 stages (Fig. 4D). Consistent with published reports (Krebs et al., 2003; Talora et al., 2006), Notch3 ablation did not impair normal T-cell development (Fig. S10). Next, thymic lobes from the *Notch3* KO animals were transplanted under the kidney capsule of immunodeficient mice to promote T-ALL development. Disease onset and frequency in *Notch3* KO thymus-derived T-ALL was indistinguishable from wild-type controls (Fig. 4E), indicating that Notch3 activity is not critical for T-ALL development in this model. The potential role for oncogenic Notch3 signaling may be masked by the propensity of this model to develop *Notch1* GOF mutations. Consistent with this possibility, we observed multiple ligand-independent *Notch1* mutations in *Notch3^−/−^* tumors that are sufficient to drive leukemogenesis of T-ALL (data not shown), as well as activation of the Notch1 signaling pathway. Notch1 itself and Notch1 target genes (*Hes1*, *Dtx1*, *cMyc*) were upregulated at similar levels between wild type and *Notch3*-KO-derived T-ALL (Fig. 4F). Overall, our results show that Notch3 ablation does not affect T-ALL development.

**Fig. 4.**
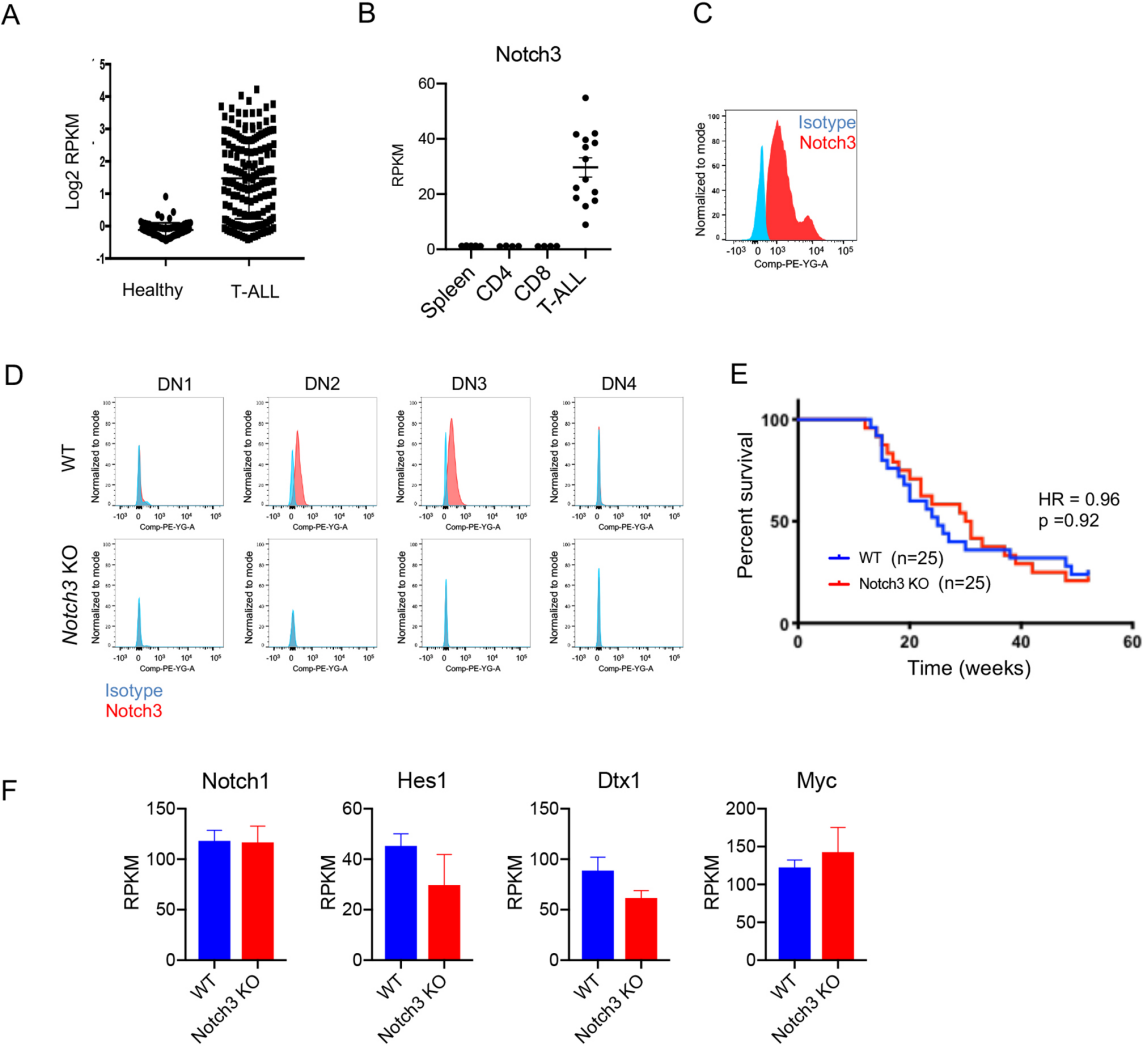
**Genetic ablation of *Notch3* does not impair T-ALL development in** **the** **thymic transplant model.** (A) *NOTCH3* RNA expression in healthy human bone marrow and T-ALL patient bone marrow samples from the Oncomine Haferlach leukemia dataset, which includes 174 T-ALL cases and 74 non-leukemia and healthy bone marrow control cases. RPKM, reads per kb per million mapped reads. (B) Expression of *Notch3* RNA in individual T-ALL cases compared to normal spleen from DKO mice and splenic C57BL/6 CD4^+^ and CD8^+^ cells. Each dot represents one mouse and bars represent mean±s.e.m. (C) Cell surface expression of Notch3 in a representative T-ALL case. T-ALL spleen cells were stained for either Notch3 or isotype control. (D) Notch 3 cell surface expression at the double negative (DN) stages of thymocyte development in wild-type and *Notch3*-KO thymi. (E) Survival curves of DKO mice transplanted with wild-type or *Notch3*-KO thymus. Survival curves were compared by log-rank (Mantel-Cox) test. *P*-value and hazard ratio (HR) are indicated. (F) Expression of *Notch1* and Notch1 target genes in wild-type- and *Notch3*-KO-derived T-ALL spleen cells. Mean±s.e.m. are plotted.

### Therapeutic testing of PD-1 immune checkpoint blockade

To enable the preclinical evaluation of immunomodulatory therapies, we tested whether primary leukemic disease that developed in immunodeficient DKO mice could be serially *in vivo* transplanted into syngeneic, immunocompetent C57BL/6 hosts. Disease burden in syngeneic C57BL/6 (CD45.2^+^) mice was monitored by the congenic marker CD45.1. Individual primary T-ALL cases showed more variable tumor take rates when engrafted into immunocompetent mice and slower growth kinetics compared to immunodeficient recipients (Fig. S11), suggesting immunoediting (Mittal et al., 2014). Analysis of somatic mutation and variant allele frequency in primary versus secondary T-ALL in immunocompetent mice detected unique changes in mutation burden for different secondary T-ALL, suggesting individualized tumor evolution (Fig. S12).

Analysis of host T cells demonstrated significant PD-1 upregulation on normal host T cells, both CD4 and CD8, in syngeneic mice bearing T-ALL5 relative to non-tumor-bearing C57BL/6 controls (Fig. 5A) and a trend toward increased PD-1 expression in mice bearing T-ALL3 (Fig. 5B). While programmed cell death 1 ligand 1 (PD-L1) expression was not detected on leukemic T cells (data not shown), PD-L1 was found to be expressed in a significant fraction of non-T-cell host immune cells, presumably myeloid cells, in T-ALL5-bearing C57BL/6 mice relative to non-tumor-bearing wild-type mice (Fig. 5C); a more moderate increase in PD-L1 expression was seen for T-ALL3 (Fig. 5D). The above findings prompted us to test the efficacy of anti-PD-1 immune checkpoint blockade in this model. We initially selected T-ALL5 for this analysis, which was characterized by an unusually high number of somatic mutations compared to the other mouse T-ALL cases and also to the human disease (Table 1). 

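The number of point mutations in T-ALL5 was 44.1 times the median of the other 18 cases and 22.1 times that of the next highest case, and it made up 72.7% of all point mutations listed. No error can be attached to T-ALL5, which is 1 tumor sequenced once. Requiring at least 10 variant reads raised the ratio to the median to 51.9, and counting variants within 50 bp as 1 event lowered it to 42.2. The excess did not follow depth, since the median coverage of T-ALL5 point mutations was 49.0 reads against 60.0 reads in the other cases together. At positions covered by at least 50 reads T-ALL5 had 186 point mutations, against a median of 3 and a maximum of 13 in the other cases. Its VAFs had a median of 0.428 against 0.375 in the other cases, a difference of 0.0527, which is smaller than the SD of 0.0666 between the medians of the 17 other cases with point mutations. The kinds of change differed as well. C-to-T changes, counted together with G-to-A on the opposite strand, were 0.80% of the point mutations in T-ALL5 and 49.6% in the other cases (Fisher's exact test, two-sided, p = 1.5e-42). T-to-C changes, counted together with A-to-G, were 78.9% in T-ALL5 and 16.3% in the others. The test compares mutations of 1 tumor with those of the others and does not compare conditions.

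**Figure D3:**
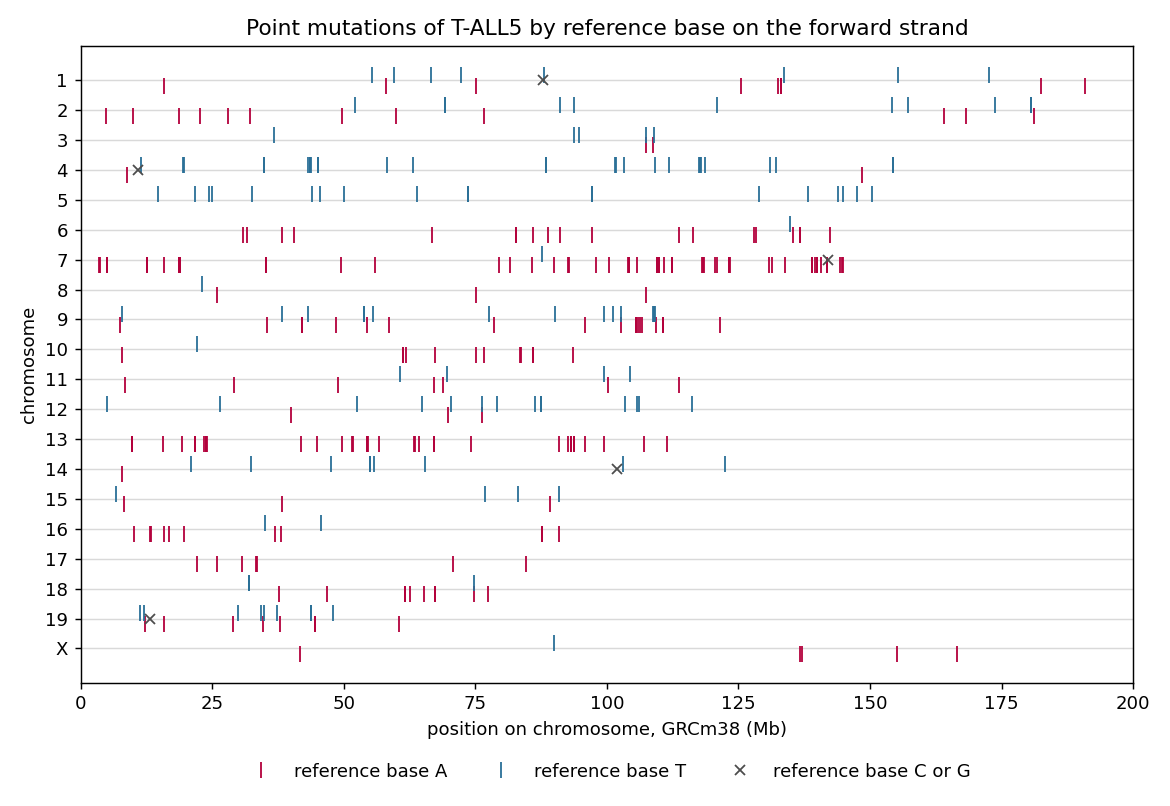
Position in Mb of each T-ALL5 point mutation on the chromosomes of GRCm38, with red ticks where the forward-strand reference base is A, blue ticks where it is T and crosses where it is C or G. Chromosome 13 has 37 mutations at A and 0 at T, and chromosome 5 has 0 at A and 19 at T.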

Treatment with PD-1-blocking mAb (rat anti-mouse clone RMP1-14) or isotype control was initiated 3 weeks post-transplantation when peripheral CD45.1^+^ leukemic burden was around 0.2%. Twice-weekly mAb treatment at 10 mg/kg body weight was maintained for the duration of the study. Treatment with the PD-1-blocking mAb resulted in transient control of tumor growth; however, breakthrough leukemic disease was observed by week 7 post-transplant (after 4 weeks of treatment) (Fig. 5E). Correspondingly, anti-PD-1-treatment did not result in statistically significant survival benefits (Fig. 5G). Next, we tested the activity of PD-1 blockade in T-ALL3, a model with low tumor mutational burden (Table 1), similar to what is typically observed in T-ALL patients. 

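T-ALL3 carried 7 point mutations and 1 small insertion, compared with a median of 8.5 point mutations in the 18 cases other than T-ALL5, and T-ALL5 had 53.6 times as many point mutations. Its 8 variants were covered by a median of 44.0 reads and had a median VAF of 0.335. A pair of the 7 point mutations lay within 50 bp of each other on chromosome 9, at positions 3025939 and 3025949 in Gm10717, covered by 24 and 20 reads. The difference of 1.5 point mutations from the median was smaller than the spread between these 18 cases.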

Again, treatment was initiated 3 weeks post-transplantation, when peripheral disease burden was around 0.2%. Anti-PD-1 mAb treatment did not control tumor growth or improve survival in this model (Fig. 5F,H). Analysis of host T-cell frequencies in T-ALL-bearing host mice at the start of treatment were comparable to those observed in non-tumor-bearing C57BL/6 mice for both T-ALL models (#5 and #3) (Fig. S13); thus, the lack of adequate host T-cell levels cannot account for the absence of treatment effects. Overall, these findings demonstrate that the thymus-transplantation-based T-ALL model can be applied to the preclinical testing of immunotherapies in fully immunocompetent mice. Our data show that PD-1 blockade alone lacks significant anti-tumor activity against murine T-ALL.

**Fig. 5.**
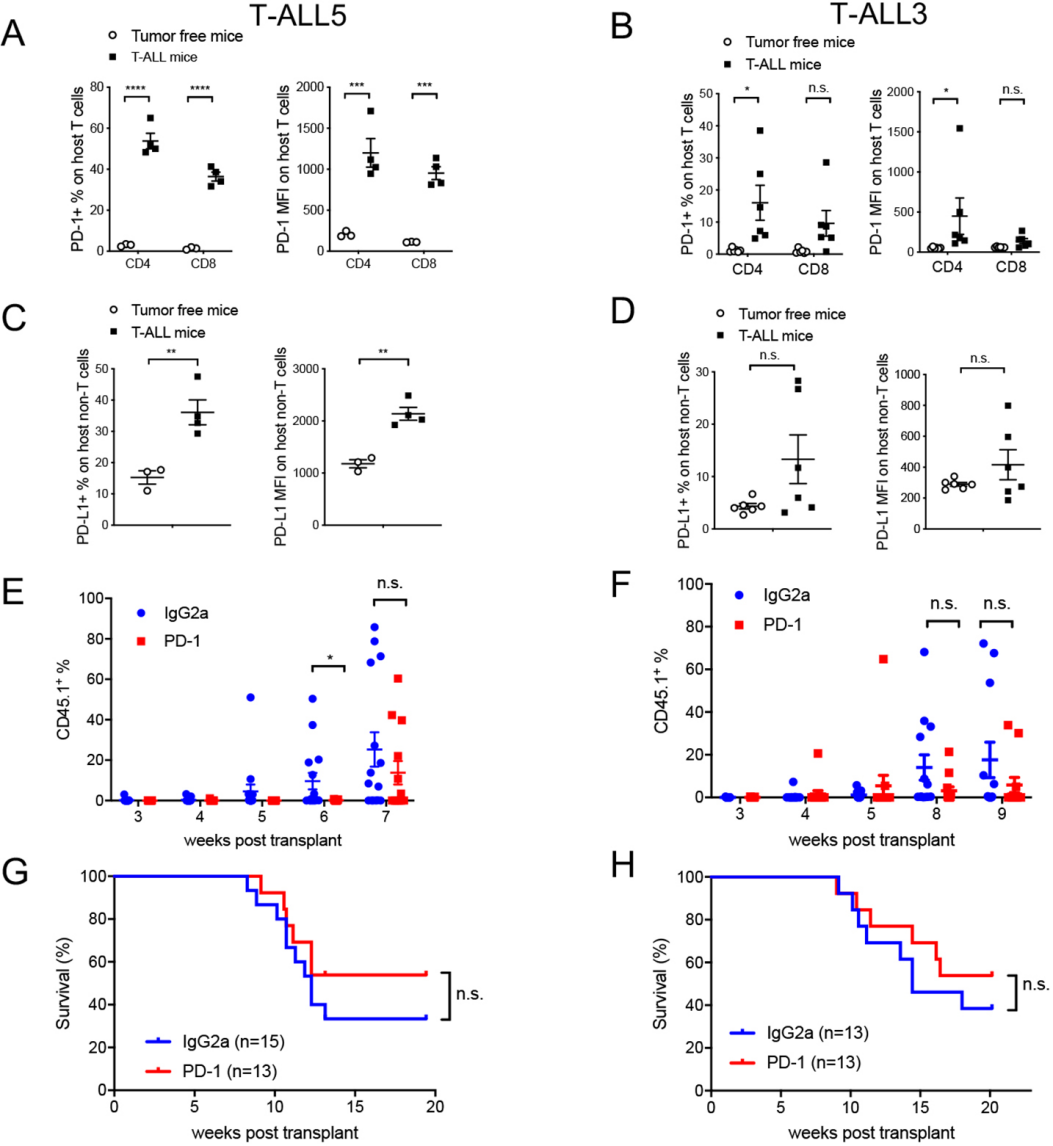
**PD-1 blockade alone lacks anti-tumor activity against T-ALL tumors.** (A-D) Analysis of C57BL/6 mice with established T-ALL5 and T-ALL3. (A,B) PD-1 expression [frequency and mean fluorescent intensity (MFI) levels] in peripheral blood host T cells (CD4^+^ and CD8^+^) was analyzed by FACS in T-ALL5 (A)- and T-ALL3 (B)-bearing mice relative to tumor-free control mice. (C,D) PD-L1 expression (frequency and MFI levels) in peripheral blood host non- T-cells (CD4^−^ and CD8^−^) by FACS in T-ALL5 (C)- and T-ALL3 (D)-bearing mice relative to tumor-free control mice. (E,F) T-ALL5 (E)- and T-ALL3 (F)-bearing mice were treated with either IgG2a isotype control or anti-PD-1 antibody. Donor-derived T-ALL cells (CD45.1^+^) in peripheral blood were monitored over time. (G,H) Survival curves of treated mice bearing T-ALL5 (G) and T-ALL3 (H), corresponding to E and F, respectively. Each dot represents one mouse and bars represent mean±s.e.m. Treatment groups were compared by one-way ANOVA with Dunnett's multiple-comparison test (A-F). Survival curves were compared by log-rank (Mantel-Cox) test. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001; n.s. not statistically significant.

## DISCUSSION

T-ALL is an aggressive hematological cancer derived from the malignant transformation of T-cell progenitors. Outcomes remain poor for T-ALL patients with primary resistance to standard-of-care chemotherapy or with disease relapse. Unfortunately, major advances in our understanding of T-ALL disease biology have thus far not been translated into effective targeted therapies. The lack of effective next-generation therapies in T-ALL indicates that more relevant (i.e. more representative and predictive) models are needed to identify and validate targets and treatment approaches for this challenging disease. Martins et al. recently described a thymus-transplantation-based T-ALL model that uniquely recapitulated the key histopathological and genetic features of the human disease (Martins et al., 2014). This model is based on the initial observation that transplantation of wild-type neonatal thymus into severely immunodeficient mice results in long-term donor-autonomous T-cell development (Martins et al., 2012) that was associated with the spontaneous, i.e. wild-type donor-tissue-derived, development of T-ALL (Martins et al., 2014). Importantly, each case of mouse T-ALL harbored a unique set of genetic lesions, representing individual disease, contrasting with genetically engineered mouse models of T-ALL, which typically involve manipulating specific tumor suppressors or oncogenes (McCormack et al., 2013; McGuire et al., 1992; Pear et al., 1996). Uncoupling T-ALL development from investigator-directed mutations offers a potentially less-biased approach to identify key factors driving disease pathogenesis and to assess treatment responses. Our analysis confirmed the striking recapitulation of human disease features in the thymus-transplantation-based murine T-ALL model, including immunophenotype, genetic heterogeneity, frequency of somatic mutations, preponderance of *Notch1* mutations, presence of mutations in known hematologic cancer genes and elevation of oncogenic transcription factor expression.

The high relevance of this T-ALL model to the human disease prompted us to adapt it to the preclinical testing of targeted and immunotherapies. To this end, we pursued four lines of investigation: (1) genetic engineering of the T-ALL model to humanize the spectrum of the murine *Notch1* mutations; (2) the preclinical testing of Notch1-targeting therapeutic antibodies correlative to the Notch1 mutational status; (3) the assessment of Notch3 signaling contribution to leukemogenesis; and (4) the establishment of leukemic disease in fully immunocompetent, syngeneic host mice for the therapeutic testing of immune checkpoint blockade.

A distinctive feature of the spontaneous T-ALL model is the frequency of 5′ truncating mutations in the murine *Notch1* locus; this mutation occurs only very rarely in humans (Weng et al., 2004). The generation of these 5′ deletions is associated with a series of cryptic RAG RSSs in the 5′ region of the *Notch1* gene (Ashworth et al., 2010). Through deletion of RSS via genetic engineering (*Notch1*^DECRREE^ allele) in the context of the thymus-transplantation model, we were able to demonstrate that the RSSs at positions −8131 and +3573 are the principal mediators of these cryptic RAG recombination events, thus providing experimental evidence for a concept first described by Ashworth et al. (2010). Owing to the absence of 5′ *Notch1* deletions, leukemogenesis was severely impaired following transplantation of *Notch1*^DECRREE^ thymus, highlighting this mechanism as a preferred pathway to achieve Notch1 pathway activation in murine T-ALL. Concomitant to absence of 5′ *Notch1* deletions, the analysis of *Notch1*^DECRREE^-derived T-ALL suggested an increase in Notch1 HD-domain mutations and thus the alignment of the mouse and human *Notch1* mutational spectrums, although a greater sample size is needed to unequivocally support this notion.

Taking advantage of the spectrum of *Notch1* mutations observed in the thymus-transplantation model, we tested the anti-tumor activity of therapeutic mAb against leukemias characterized by *Notch1* 5′ deletions, HD- and PEST-domain mutations. The two classes of clinical Notch1 inhibitory mAbs block Dll4 ligand binding (Noguera-Troise et al., 2006) and target the negative regulatory region (NRR) (Wu et al., 2010), respectively. In line with previous findings (Aste-Amézaga et al., 2010), we found differential sensitivity of leukemias to these blockers based on Notch1 mutational status, with *Notch1* 5′-deletion-harboring tumors being resistant to either mAb, Notch1 PEST-domain mutant tumors being sensitive to both blockers, and tumors characterized by a Notch1 HD-domain mutation exhibiting selective responsiveness to the NRR-targeting antibody. Notch1 PEST-domain mutations have been identified as weaker oncogenic drivers in mouse T-ALL models and have been shown to cooperate with other genetic lesions to promote leukemogenesis (Chiang et al., 2008). Given the genetic heterogeneity of the thymus-transplantation T-ALL model, it would be interesting to identify genetic events that may cooperate with Notch1 PEST-domain mutations. Nevertheless, the robust response of the mutant-PEST-domain T-ALL model to Notch1-targeting mAb clearly supports the notion of Notch ‘addiction’ (Chiang et al., 2008).

Beyond further strengthening the framework for the rational targeting of *Notch1* mutant tumors based on mutational profile, this study demonstrates the general feasibility of incorporating germline genetic engineering into the model. To further illustrate this point, we have generated *Notch3* KO mice to assess the contribution of Notch3 to T-ALL development. Published results have demonstrated an oncogenic role for Notch3 in preclinical T-ALL models and treatment efficacy for Notch-signaling inhibitors in T-ALL cell lines wild type for *Notch1* but harboring *Notch3* GOF mutations (Bellavia et al., 2000; Choi et al., 2017). *Notch3*-deficient thymus tissue gave rise to T-ALL with similar efficiency as wild-type controls, indicating that elevated Notch3 levels do not contribute to disease. We hypothesize that this lack of effect is due to the high propensity of this model to develop *Notch1* GOF mutations. Indeed, we found activating *Notch1* mutations and active Notch1 signaling in *Notch3*-KO-derived T-ALL. This genetic functionalization opens up numerous possibilities to derive additional value. Along the lines of the study presented here, additional types of humanizations can be introduced. This may include the humanization of regulatory regions, or specific genes or gene regions, such as exons encoding the extracellular portion of a membrane protein. One obvious benefit of the latter approach would be that clinical candidate antibodies that often do not bind to the mouse ortholog can be directly tested in the murine T-ALL model.

To evaluate immune-targeted therapeutic approaches, we established the thymus-based T-ALL model in immunocompetent, syngeneic hosts via serial passaging into C57BL/6 mice. Although we detected substantial expression of PD-L1 in a significant fraction of non-T-cell host immune cells and of PD-1 in host T cells, which seemed to correlate with tumor mutational burden (TMB), we did not observe pronounced anti-tumor effects for the treatment with PD-1-blocking antibodies. Transient tumor control was observed in a T-ALL case with unusually high mutational load (T-ALL5); however, the treatment effect was lost after continued dosing beyond week 4 of treatment. This transient effect could be explained by the generation of therapeutic antibody-neutralizing antibodies, since the anti-PD-1 mAb used in the study was derived from rat; the overall kinetics of loss of anti-tumor activity is consistent with this mechanism. In a T-ALL case with low TMB (T-ALL3), similar to the levels found in human T-ALL, anti-PD-1 treatment did not result in tumor control. This finding is consistent with the clinical experience with immune checkpoint blockers in T-cell malignancies (Ishitsuka et al., 2018; Ratner et al., 2018) and the general concept that TMB is a major determinant of anti-PD-1 treatment efficacy (Hellmann et al., 2018). Having established a fully immunocompetent platform for therapeutic testing, future steps will focus on the assessment of rational combination therapies, among others the combination of PD-1 blockade with modalities promoting tumor immunogenicity, such as cancer vaccines (Grenier et al., 2018) or immunogenic cell-death-promoting chemotherapy (Galluzzi et al., 2017).

As with any model, the thymus-transplantation-based T-ALL model is not a perfect representation of the human disease; certain aspects of human T-ALL are not recapitulated. For instance, the early-T-cell progenitor (ETP) subtype of T-ALL, typically associated with activating *IL7R* mutations (Zhang et al., 2012), does not appear to be represented in the model. Most likely, this is a function of transformation occurring at later stages of thymocyte development in this model. In this context, it would be interesting to investigate whether the genetic ablation of certain key factors of thymocyte development could shift the phenotype of resultant T-ALL to a more immature phenotype. Nevertheless, this model uniquely represents key features and the genetic heterogeneity of the human disease. Coupled with the ability for genetic functionalization and therapeutic testing in fully immunocompetent backgrounds, going forward this platform will be of great use for the preclinical identification and validation of new drug targets and treatment approaches in T-ALL.

## MATERIALS AND METHODS

### Mice and transplantation procedures

All mouse experiments were approved by Regeneron Pharmaceuticals. Recipient mice were 6- to 8-week-old *Rag2^−/−^* and *Rag2^−/−^Il2rg^−/−^* (DKO) BALB/c mice purchased from Taconic. Thymus donors were B6.SJL-Ptprc^a^ Pep3^b^/BoyJ (H-2^b^; CD45.1) (termed B6.Ly5.1). One thymus lobe from 1-day-old mice was grafted under the kidney capsule of one recipient. For secondary T-ALL transplant, 1×10^5^ to 1×10^6^ splenocytes were transplanted by retro-orbital intravenous injections into DKO or C57BL/6 mice as indicated. *Notch1*^DECRREE^ mice were generated by deleting two RAG recombination sites, located at position −8131 in intron 1 upstream of the first coding exon, and at position +3573 within the third intron, respectively. *Notch3^−/−^* mice were generated by inserting a β-galactosidase gene in frame into the first coding exon of *Notch3* gene using VelociGene^®^ technology.

### Flow cytometry

Tissues were harvested and single-cell suspensions were prepared in PBS with 3% fetal bovine serum. Antibody staining and FACS analysis was performed as previously described (Gao and Aifantis, 2009). The following monoclonal antibodies from BioLegend were used: anti-mCD45.1/Ly5.1 (A20), anti-mCD45.2/Ly5.2 (104), anti-mCD4 (RM4-5), anti-mCD8a (53-6.7), anti-mCD44 (IM7), anti-mCD25 (PC61), anti-mNotch3 (HMN3-133), anti-mPD-1 (29F.1A12), anti-mPD-L1 (10F.9G2) and anti-mCD45 (30F11). Anti-Ki67 (B56) was purchased from eBioscience. Antibodies were directly coupled to FITC, PE, PerCpCy5.5, PECy7, APC, APCCy7, Alexa Fluor 700 and Pacific Blue. Data were acquired on BD Fortessa and analyzed by FlowJo.

### Histological analyses

Mice were sacrificed and necropsied; dissected tissue samples were fixed for 24 h in 4% paraformaldehyde, dehydrated, and embedded in paraffin. Paraffin blocks were sectioned at 4 µm and stained with H&E.

### Exome and RNA sequencing

Whole-exome capture was performed by using the Agilent Sure-Select Mouse All Exon 50 Mb kit, followed by 100 bp paired-end sequencing on the Illumina HiSeq 2000 platform. For RNAseq, total RNA was converted to mRNA libraries using KAPA Stranded mRNA-Seq kits from KAPA Biosystems following the manufacturer's protocols. Libraries were sequenced by 100 bp paired-end reads on the Illumina HiSeq 2000 with ∼75-million reads per sample. See supplemental methods for details of the analysis pipeline.

### Antibodies

Research-grade, function-blocking antibodies to mouse Notch1 and Dll4 (Kuhnert et al., 2015) were generated using VelociImmune^®^ technology. Anti-Notch1 (10 mg/kg body weight, twice a week), Dll4 (5 mg/kg body weight, once a week) and control antibodies (10 mg/kg body weight, twice a week) were administered intraperitoneally (IP). Anti-PD-1 (RMP1-14) and isotype control rat IgG2a (2A3) were purchased from BioXcell and administered IP at 10 mg/kg body weight twice a week starting at 3 weeks post-transplantation. For immunofluorescent staining, anti-CD31 (ab28364, Abcam), anti-N1-ICD (D3B8, Cell Signaling Technology) and anti-Dll4 (AF1389, R&D Systems) were used.

### Statistical analysis

Data are presented as mean±s.e.m. Groups were compared using one-way ANOVA with Dunnett's multiple comparison test or Binomial test, as indicated in figure legends. Survival curves were compared by Log-rank (Mantel-Cox) test. *P* values are indicated in figure legends.

## Supplementary Material

Supplementary information

# Supplementary material for: Therapeutic targeting of Notch signaling and immune checkpoint blockade in a spontaneous, genetically heterogeneous mouse model of T-cell acute lymphoblastic leukemia
**Source:** Dis Model Mech. 2019 Sep 16;12(9):dmm040931. doi: 10.1242/dmm.040931
**Supplement:** Supplementary information

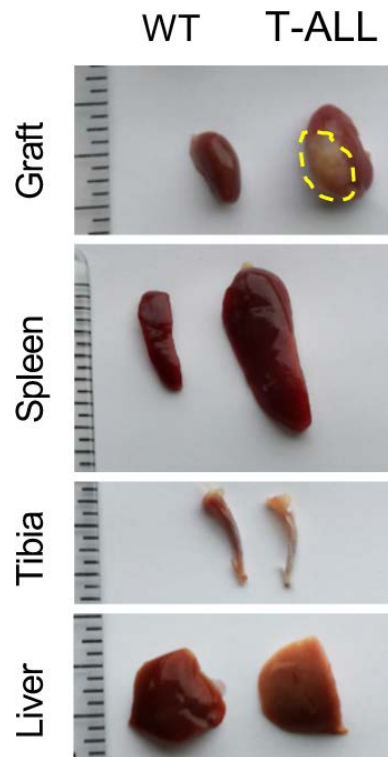

**Fig. S1. Macroscopic features of murine T-ALL derived via thymic transplantation.**

Representative images of an expanded thymic graft under kidney capsule (outlined in yellow), spleen, tibia, and liver from diseased T-ALL and wild type (WT) mice. C57Bl/6 mice were used as WT control.

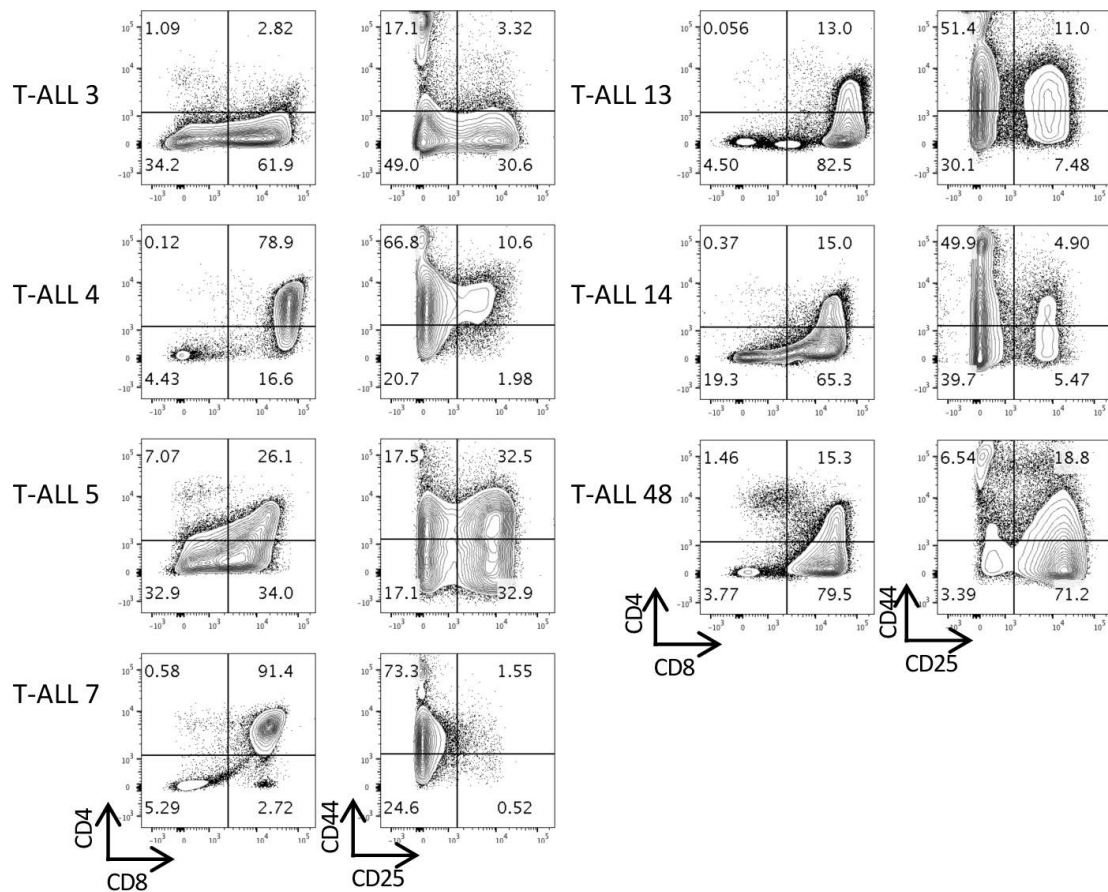

**Fig. S2. Immunophenotype of individual T-ALL cases.** Leukemic cells in spleen from different T-ALL bearing mice were analyzed for CD4, CD8, CD44 and CD25 expression by flow cytometry.

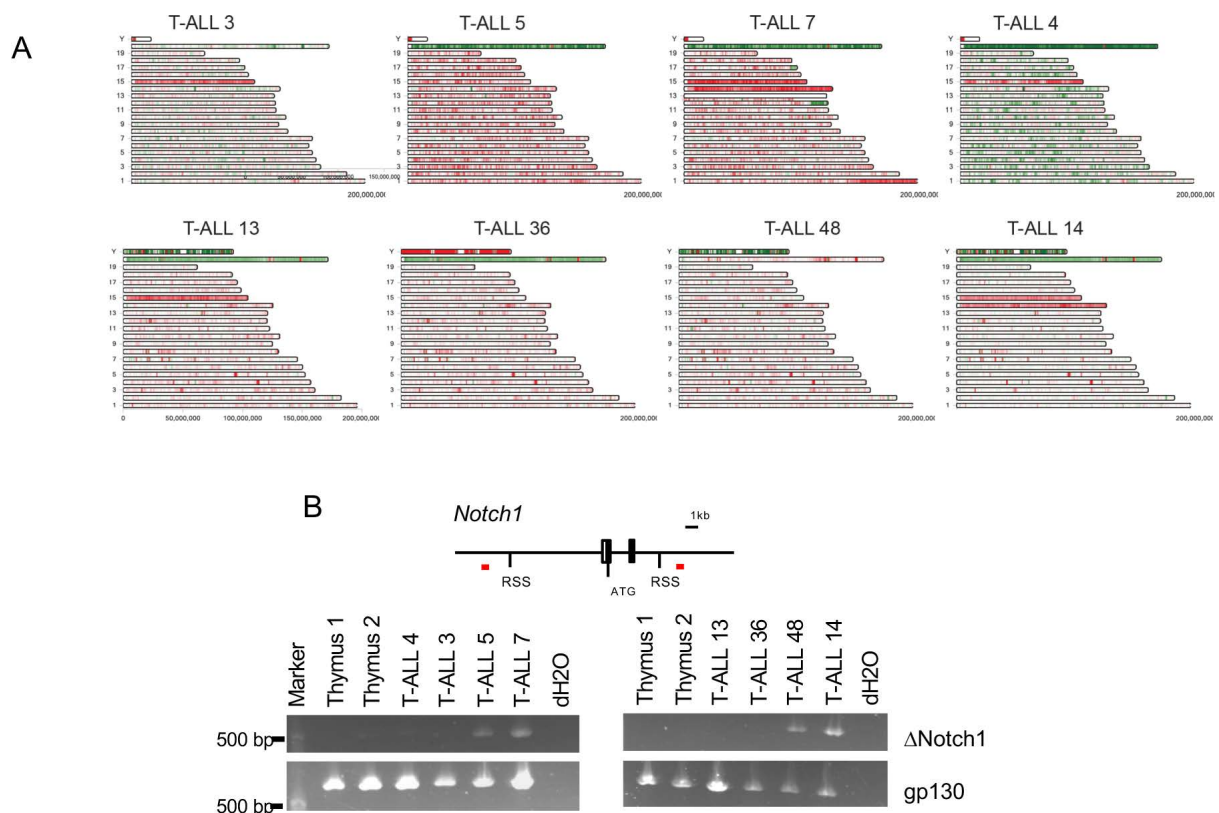

**Fig. S3. Genomic characterization of individual murine T-ALL cancers.** (A) Copy number variations at chromosome level in different T-ALL samples. Red represents gain and green represents loss of copy number. Chromosome 15 gain is due to frequent trisomy in mice. (B) Scheme of *Notch1* genomic locus. RSS at position -8131 and +3573 are marked. Start codon is indicated, coding exons are in black. Positions of PCR primers used in analysis are marked in red. Genomic DNA from T-ALL and normal thymus was subjected to PCR analysis. The presence of a PCR product indicates 5' genomic deletion in the *Notch1* locus. The wild-type locus is too large to yield a PCR product. *gp130* was a positive loading control.

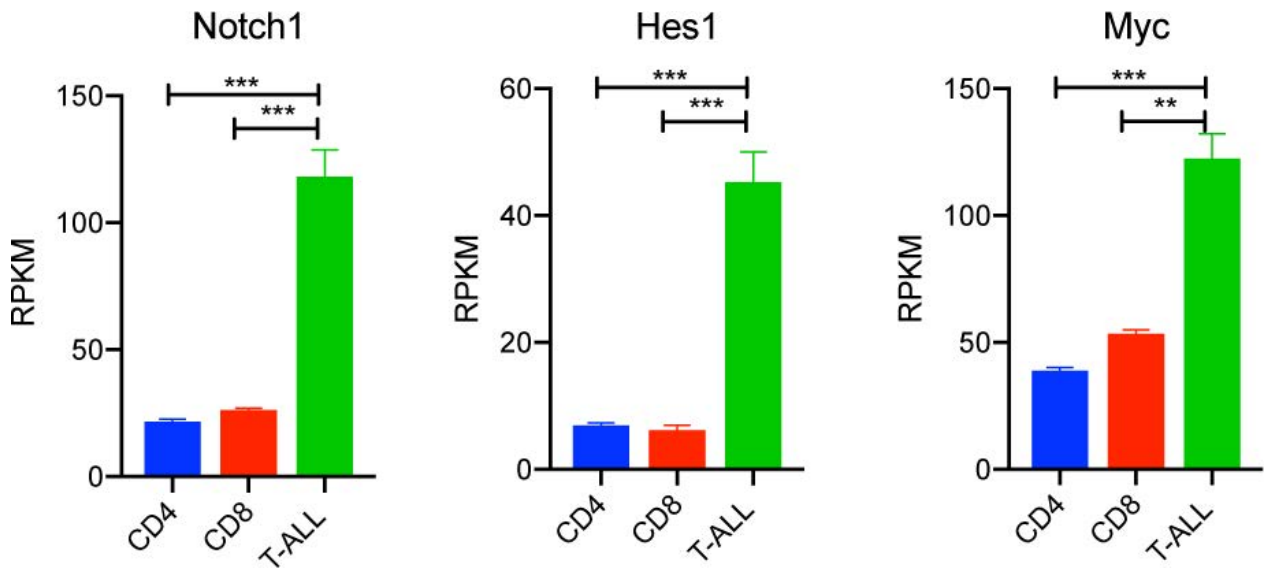

**Fig. S4. Notch1 and its target genes were upregulated in T-ALL.** Expression of indicated genes in spontaneous T-ALLs compared to normal T cells (CD4 or CD8) from C57Bl/6 spleen. Mean $\pm$ SEM were plotted. *t*-test was performed between groups (\*\* $P$ <0.001; \*\*\*\* $P$ <0.0001).

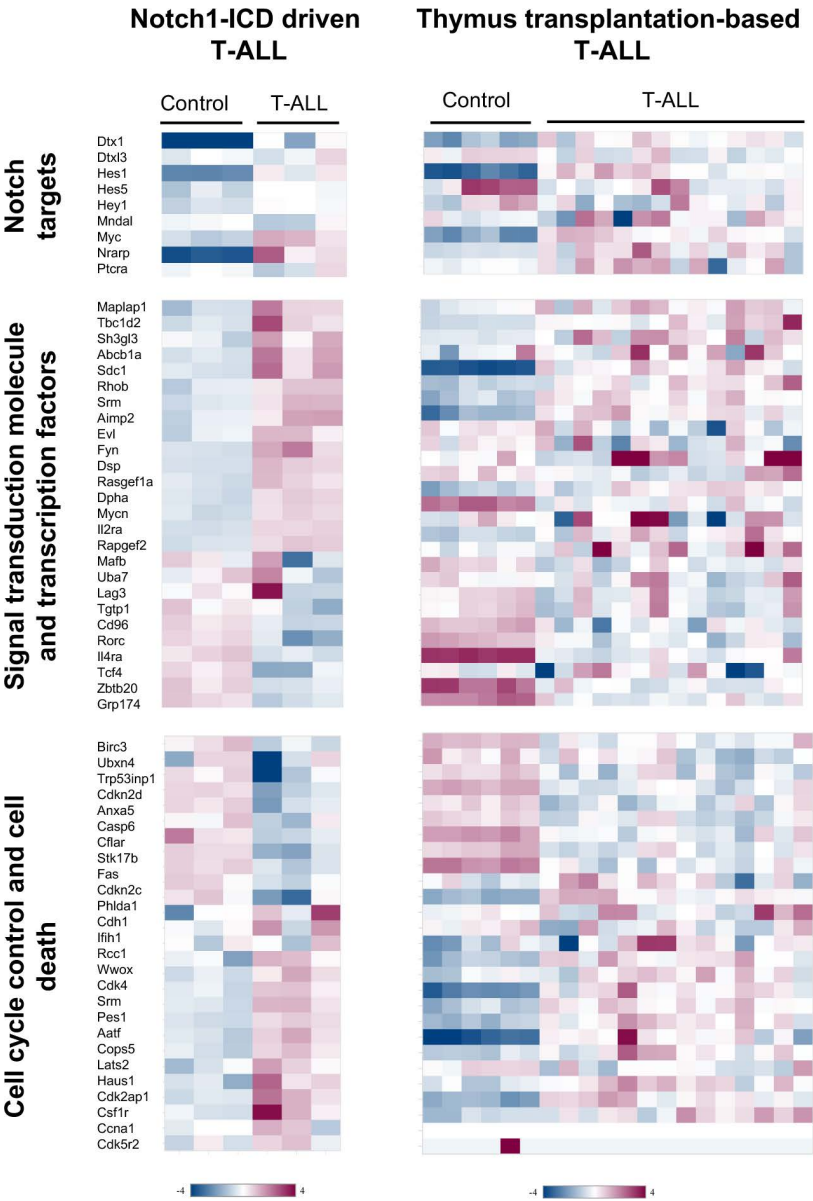

**Fig. S5. Gene expression changes in Notch1-ICD driven and thymus transplantation-based T-ALL models.** Heatmap of gene changes in Notch1-ICD T-ALL model (Li et al, J. Exp. Med. 2008) (left panel) compared to thymus transplantation-based T-ALL (right panel) relative to control. Each column represents one sample.

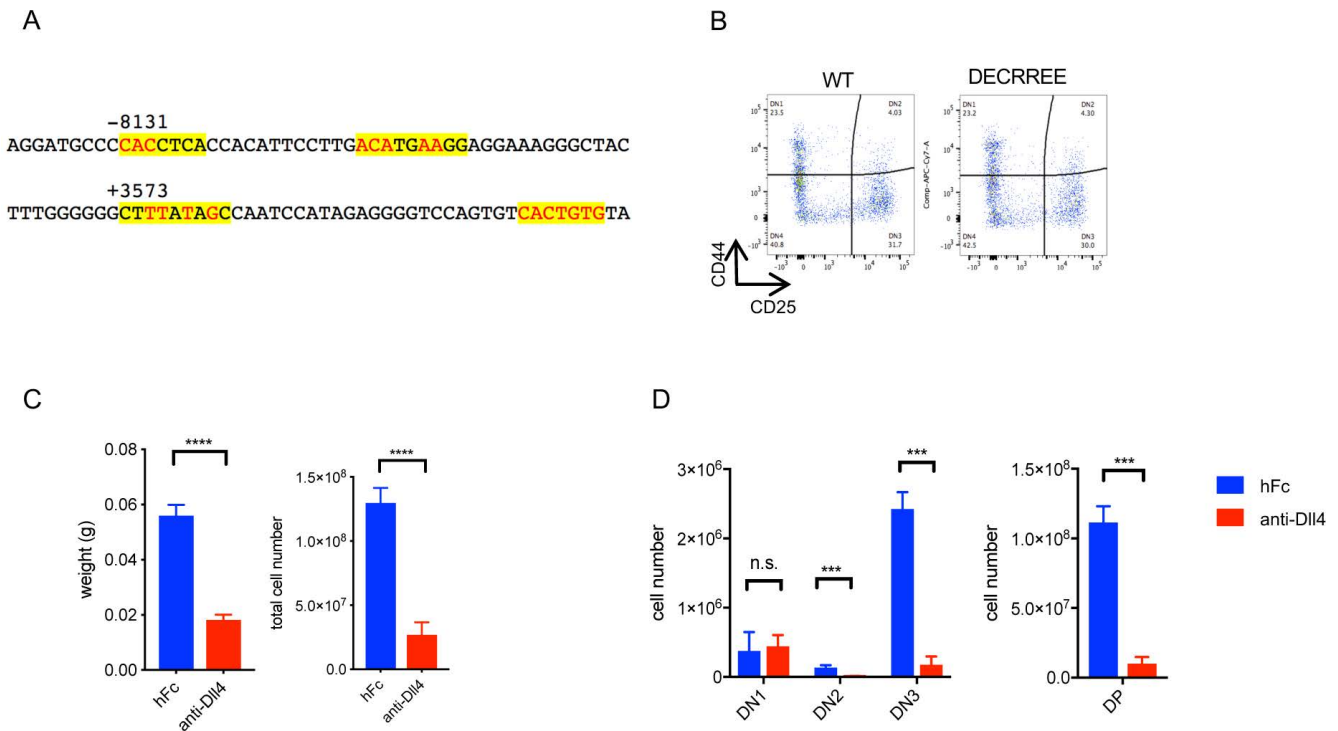

**Fig. S6. Normal thymic T cell development in *Notch1*<sup>DECRREE</sup> mice.** (A) Cryptic RAG recombination signal sequences (RSS) in the 5' murine *Notch1* locus (highlighted in yellow). Residues that match RSS consensus sequences are in red. (B) FACS analysis of CD4<sup>+</sup>CD8<sup>+</sup> T cell populations in 3-month old thymus from wild type and *Notch1* DECRREE mice. (C) *Notch1*<sup>DECRREE</sup> mice were treated with either control or anti-Dll4 antibody (5mg/kg, once weekly for two weeks). Thymus weight and cellularity are shown. (D) Analysis of T cell populations of 3-month old thymus from *Notch1*<sup>DECRREE</sup> mice treated with control hFc or anti-Dll4. DN1, CD4<sup>+</sup>CD8<sup>+</sup>CD44<sup>+</sup>CD25<sup>-</sup>; DN2, CD4<sup>+</sup>CD8<sup>+</sup>CD44<sup>+</sup>CD25<sup>+</sup>; DN3, CD4<sup>+</sup>CD8<sup>+</sup>CD44<sup>+</sup>CD25<sup>+</sup>; DP, CD4<sup>+</sup>CD8<sup>+</sup>. Mean $\pm$ SEM were plotted. *t*-test was performed between groups (\*\*\**P*<0.001; \*\*\*\**P*<0.0001).

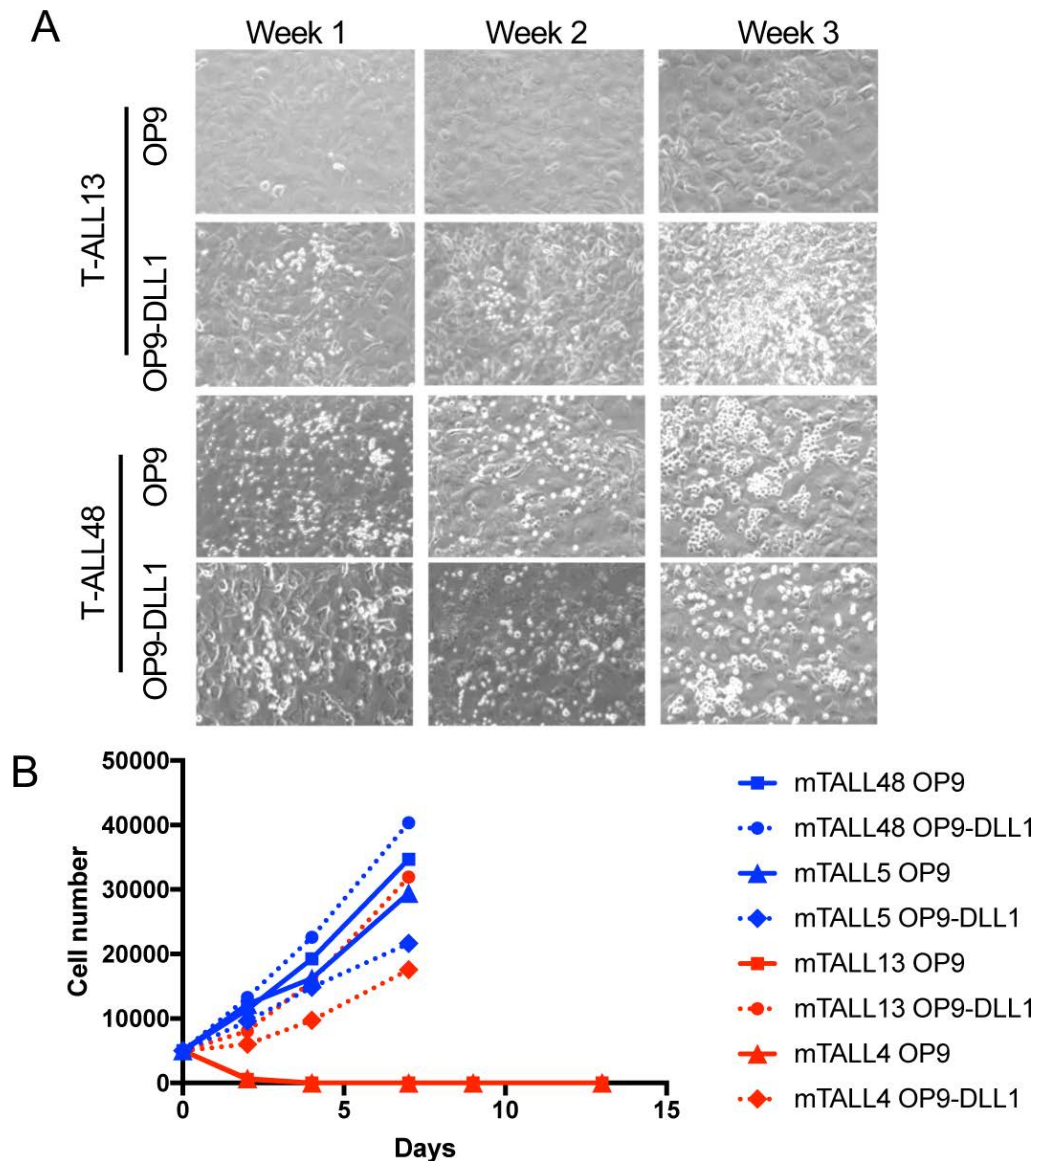

**Fig. S7. *In vitro* growth of murine T-ALL different *Notch1* mutations.** (A) Primary leukemic cells, isolated from spleen of mice with established T-ALL13 (Notch1 PEST domain mutation) and T-ALL48 (Notch1 5' deletion), were cultured *in vitro* on either OP9 stromal cells, or OP9 expressing the Notch ligand DLL1 (OP9-DLL1). Microscopic pictures were shown. (B) *In vitro* growth curves for T-ALL48 and T-ALL5, harboring Notch1 5' deletions and T-ALL13 and T-ALL4, characterized by Notch1 PEST domain mutations, on OP9 or OP9-DLL1 stromal cells..

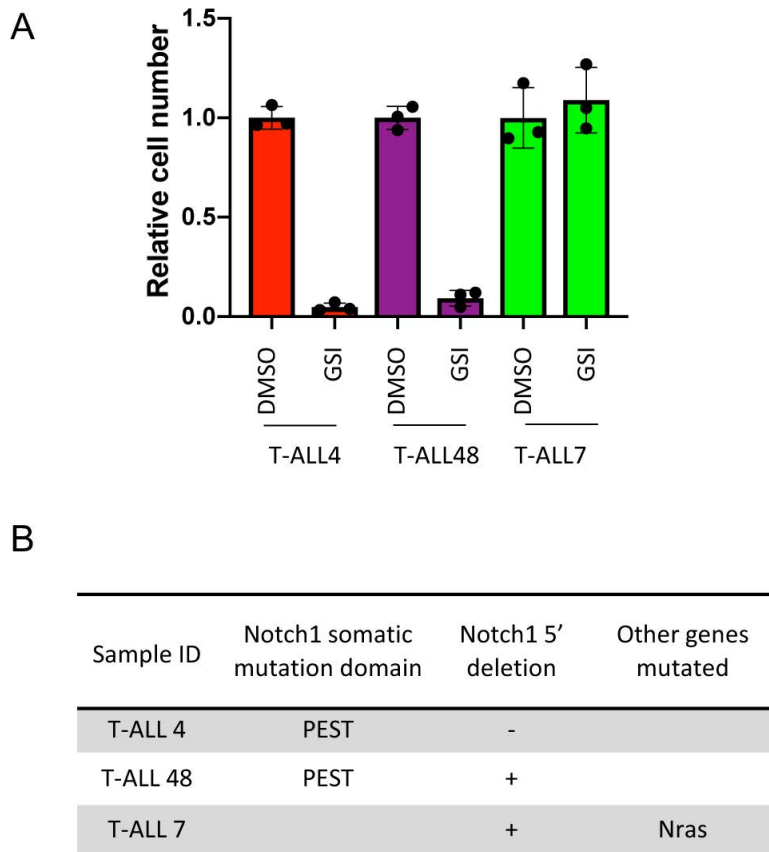

**Fig. S8. *In vitro* sensitivity of T-ALL cases to gamma secretase inhibitor (GSI).** (A) A panel of representative primary T-ALLs were cultured on OP9-DLL1 feeder cells and treated with either DMSO or GSI (DAPT 10  $\mu$ M for 96 hours). T-ALL4 cells with Notch1 PEST domain mutation and T-ALL48 cells with Notch1 PEST domain mutation and Notch1 5' deletion were sensitive to GSI treatment. T-ALL7 cells with Notch1 5' deletion and Nras mutation were resistant to GSI treatment. (B) Summary of Notch mutational status for T-ALL cases tested.

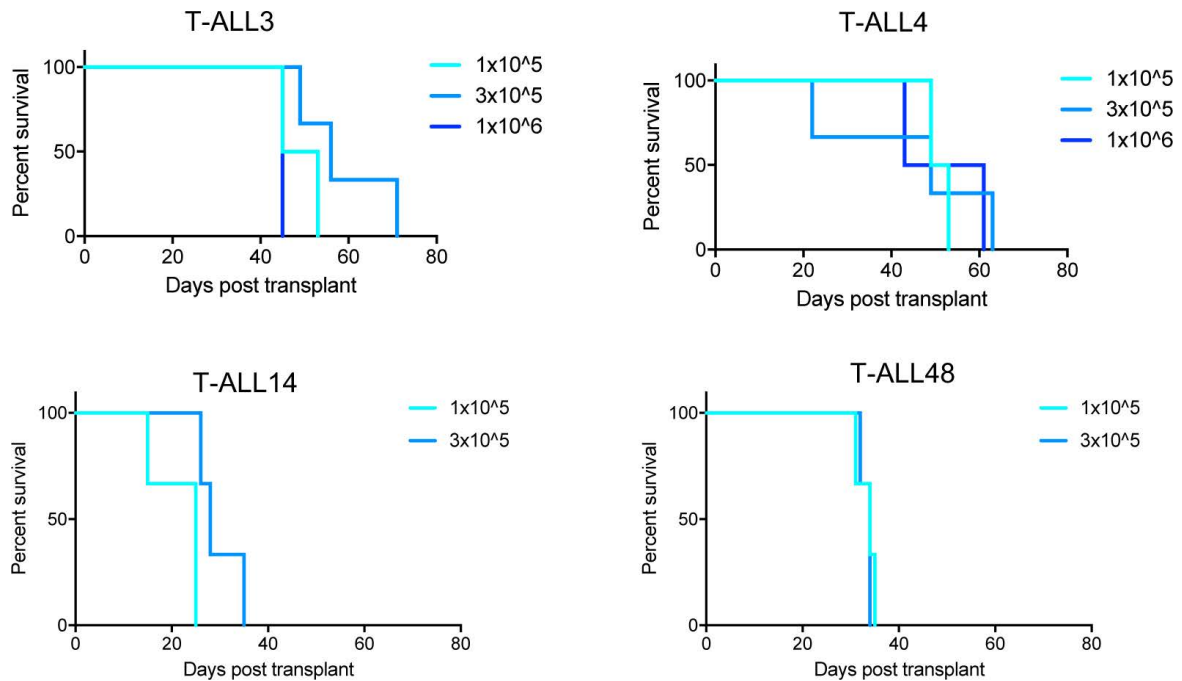

**Fig. S9. Survival of immuno-deficient mice serially transplanted with primary murine T-ALL.**

Splenic leukemic cells from primary T-ALL3, 4, 14 and 48 were serially transplanted into *Rag2<sup>-/-</sup>Il2rg<sup>-/-</sup>* (DKO) mice ( $n=3-4$  for each group). Cell numbers transplanted are indicated.

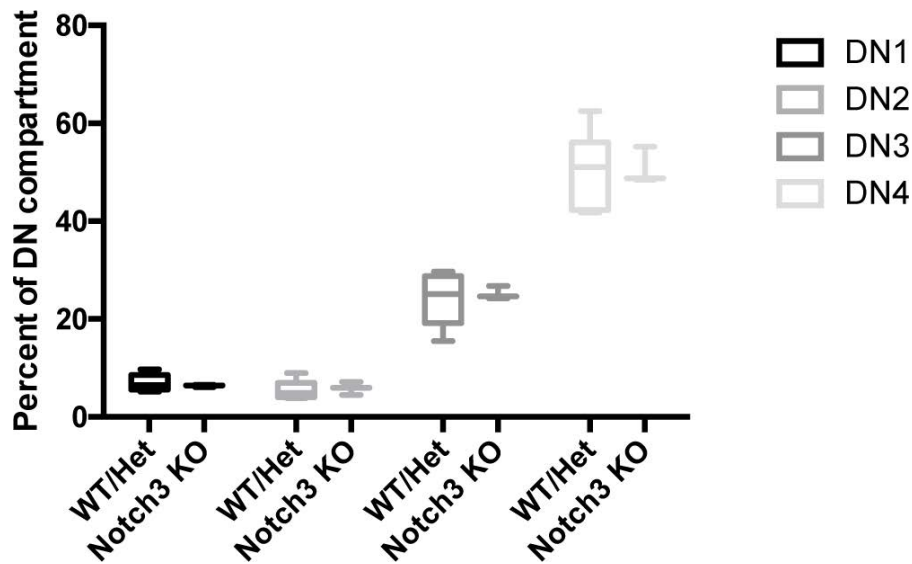

**Fig. S10. Normal thymic T cell development in Notch3 deficient mice.** Quantification of thymocytes in DN1-DN4 stages of development in WT and *Notch3* KO thymi. DN1-DN4 stages were defined as following: DN1: CD4<sup>-</sup>CD8<sup>-</sup>CD25<sup>+</sup>CD44<sup>-</sup>; DN2: CD4<sup>-</sup>CD8<sup>-</sup>CD25<sup>+</sup>CD44<sup>+</sup>; DN3: CD4<sup>-</sup>CD8<sup>-</sup>CD25<sup>+</sup>CD44<sup>-</sup>; DN4: CD4<sup>-</sup>CD8<sup>-</sup>CD25<sup>-</sup>CD44<sup>-</sup>. No statistically significant differences were observed.

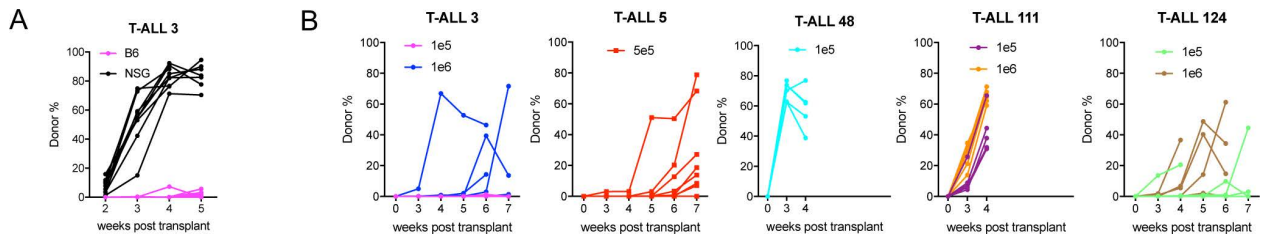

**Fig. S11. Serial transplant of primary murine T-ALL into immunocompetent hosts.** (A)  $1 \times 10^5$  T-ALL3 spleen cells were transplanted into immunocompetent C57Bl/6 (B6) mice or immunodeficient NSG mice. Donor-derived leukemic cells in peripheral blood were monitored over time. T-ALL growth was markedly delayed in C57Bl/6 mice relative to NSG mice. (B) Different numbers of leukemic cells ( $1 \times 10^5$  to  $1 \times 10^6$ ) from primary T-ALL cases were serially transplanted into immunocompetent C57Bl/6 mice. Donor-derived T-ALL cells in peripheral blood were monitored over time. Each line represents one mouse.

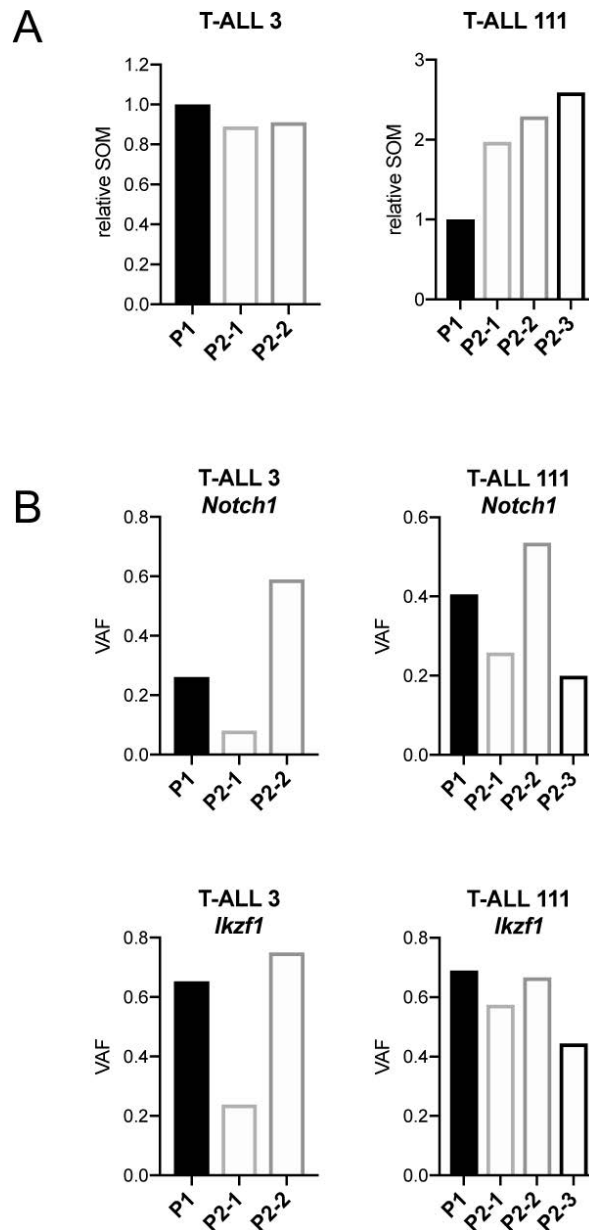

**Fig. S12. Mutational burden in primary and secondary T-ALL in immunocompetent mice. (A)**

Splenocytes from secondary T-ALL 3 and T-ALL 111 were subjected to exome sequencing. Number of somatic mutations were compared between primary (P1) and secondary (P2) T-ALL. (B) Variant allele frequency (VAF) of *Notch1* mutation and *Ikzf1* mutation were compared between primary (P1) and secondary (P2) T-ALL. 

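In the primary T-ALL3 sample, the Notch1 frameshift I2353fs, an inserted base at position 26460068 of chromosome 2, had a VAF of 0.274 (29 of 106 reads, 95% Wilson interval 0.198 to 0.365). The Ikzf1 mutation R182Q in the same sample had a VAF of 0.638 (30 of 47 reads, interval 0.495 to 0.76), above the interval of the Notch1 mutation. In the primary T-ALL111 sample, the Notch1 frameshift F2485fs at position 26459672 had a VAF of 0.394 (13 of 33 reads, interval 0.247 to 0.563). The Ikzf1 frameshift P505fs at position 11769487 of chromosome 11 had a VAF of 0.69 (20 of 29 reads, interval 0.508 to 0.827), and these intervals overlap. Secondary samples were not analysed here.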

Each bar represents individual sample.

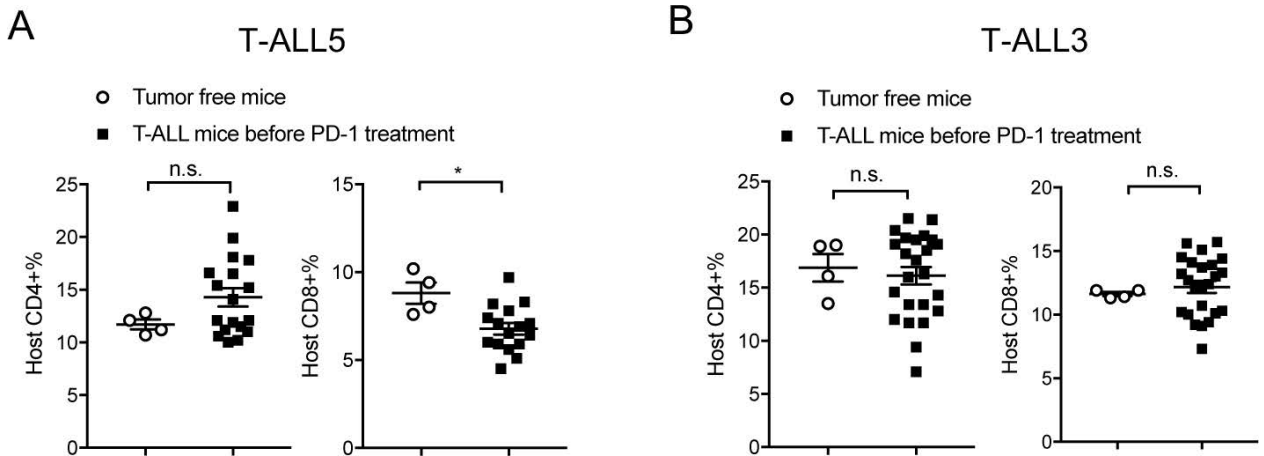

**Fig. S13. Host T cell frequencies in C57Bl/6 mice at the start of anti-PD-1 treatment.**  $5 \times 10^5$  T-ALL5 (A) and T-ALL3 (B) leukemic spleen cells were transplanted into immunocompetent C57Bl/6 mice. Host T cell frequency (CD4<sup>+</sup>% and CD8<sup>+</sup>%) in peripheral blood were analyzed in T-ALL bearing mice at the start of anti-PD-1 treatment and in tumor free control mice. Each dot represents one mouse and bars represent mean $\pm$ SEM. Treatment groups were compared by one-way ANOVA with Dunnett's multiple comparison test (\* $P < 0.05$ ; n.s. not statistically significant).

## SUPPLEMENTAL METHODS

*Exome sequencing data analysis.* Read alignment and processing were performed using OSA aligner embedded in ArrayStudio. On average, around 80 million reads were generated for each sample and over 65% are mapped on targets, which gives 80% of targets with more 20x read coverage depth. Mutation (including small insertion and deletion) calling cutoffs used were: at least 10% variant allele frequency and at least 5 variant reads from both strands. 

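The lowest VAF in the deposited list was 0.20, and the lowest number of variant reads was 4, with 4 of 538 variants supported by fewer than 5. The strand of the supporting reads was not analysed here. Coverage of the listed variants started at 16 reads, which sets a wide interval on a single VAF.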

Complete details of the pipeline can be found online at <http://www.arrayserver.com/wiki/>. We estimated somatic copy number variation patterns at the arm-level with whole exome sequencing (WES) data. Given DNA reads alignment input (BAM files) for a tumor sample and matched normal, the VarScan2 function embedded in ArrayStudio ([www.omicsoft.com](http://www.omicsoft.com); [www.arrayserver.com](http://www.arrayserver.com)) was utilized to calculate read coverage depth ratio (log2Ratio) and summarize the copy number status. The average log2Ratio values for every 100kb sliding window per chromosome were displayed with Segment Chromosome View in ArrayStudio. One normal sample from DKO spleen served as control for all tumors generated on DKO strain background.

*RNA sequencing and TCR analysis.* RNA-Seq reads were mapped to the mouse mm10 transcriptome by OSA aligner (Hu et al., 2012) implemented in ArrayStudio software with 85% unique mapping rate on average. Quantification of gene expression and identification of fusion transcripts are also performed in ArrayStudio software. We then combined all unmapped reads and reads that mapped to TCR genes together to characterize TCR repertoire. These reads were analyzed by TCRklass (0.6.0) (Yang et al., 2015) with default option to get CDR3 profile and distribution. Here we used fraction of number of reads for top1 count compared to total clone reads to characterize the TCR clonality. If a sample has the fraction very close to 1, it has a dominant TCR clone in its TCR repertoire.

Hu, J., Ge, H., Newman, M., and Liu, K. (2012). OSA: a fast and accurate alignment tool for RNA-Seq. *Bioinformatics* 28, 1933-1934.

Yang, X., Liu, D., Lv, N., Zhao, F., Liu, F., Zou, J., Chen, Y., Xiao, X., Wu, J., Liu, P., *et al.* (2015). TCRklass: a new K-string-based algorithm for human and mouse TCR repertoire characterization. *J Immunol* 194, 446-454.

How the deposited data were processed for this re-analysis (not part of the article)

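Spleen cells of 19 mice with primary T-ALL derived from transplanted wild-type thymus were sequenced by whole-exome capture, 1 sample per mouse. The authors aligned the reads with the OSA aligner in ArrayStudio and called point mutations, insertions and deletions against a normal control, and they deposited 1 list of somatic variants for all cases. The exome methods do not name a genome build, and mm10, which is GRCm38, is named for the RNA sequencing. All 538 reference alleles of the list matched GRCm38. Values taken from the deposited list were the variant allele frequency, a fraction between 0 and 1, and the total coverage, a count of reads at the position. Coverage is not normalized and is given only where a variant was called. The list also holds 2 columns with values of the normal control, which is not among the 19 samples, and they were not used here. Somatic p-values were not used.

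Variants were assigned to cases by the case names in the list, and all 19 cases formed 1 condition. Status of the Notch1 5′ deletion was taken from Table 1 of the paper, which gives 10 cases with and 9 without it. Variant reads were computed as VAF multiplied by coverage and departed from whole numbers by at most 0.0119 reads at nuclear positions. Each variant was counted once per case. Limits of the HD, the TAD and the PEST domain were set before the data were examined, with the PEST domain from residue 2400 to the end and the TAD from the end of the ankyrin repeats up to it. The text does not name these limits. Residue numbers and exons were checked against GRCm38 and GENCODE M21. The genes named were those that the paper names as mutated or tested in the exome data, and genes with a protein-altering mutation in at least 3 cases, which added none beyond Notch1 and Ikzf1. Other genes were named after their values were seen. Not every gene that the paper names is reported here.

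Shares of cases and single VAFs were given with 95% Wilson binomial intervals. The share of C-to-T changes in T-ALL5 was compared with that of the other cases by Fisher's exact test. Groups defined by the 5′ deletion were compared by Fisher's exact test for mutation status and by an exact permutation test of the difference in mean log10 of the number of point mutations plus 1, with Benjamini-Hochberg adjustment over these 3 tests. Runs of the same reference base along chromosomes were tested with 100000 permutations of the bases over the mutations, whose smallest possible p is 1e-05. The procedure was tested on simulated data in 100 sets with 370 mutations each and 199 permutations per set. It called 7 sets without structure at p under 0.05 and 78 sets in which each chromosome favoured one base at 70%.

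Alternatives fixed before the data were examined were a VAF of at least 20%, at least 10 variant reads, a coverage of at least 20 reads, counting every line, leaving out variants shared between cases, protein-altering variants only, counting variants within 50 bp as 1 event, leaving out T-ALL5, and other limits of the Notch1 domains. RNA sequencing, copy number, secondary transplants and T-ALL derived from other genotypes were not analysed here. Values were computed with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.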

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

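All tests in this part were chosen after the results were seen. Gaps between the highest or lowest case and its neighbour were examined in 8 groups (4 measures in the cases with and without a 5′ deletion), and 3 cases stood apart by Dixon's 95% critical value, where chance is expected to give about 0.4. Of these, T-ALL4 rests on ties among small counts and T-ALL201 on few reads.

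T-ALL5, with 375 point mutations, stood apart from the other 9 cases with a 5′ deletion, of which the next had 17 (gap over range 0.96). The paper reports this excess. The paper does not report that 98.7% of the T-ALL5 point mutations (370 of 375, 95% Wilson interval 96.9 to 99.4) had A or T as the reference base, compared with 27.7% of the 141 in the other cases (Fisher's exact test, two-sided, p = 5.5e-68), nor that the reference base on the forward strand differed between chromosomes. Of 350 pairs of neighbouring mutations on a chromosome, 76.3% had the same base, against 53.2% when bases were permuted over the genome (permutation p = 1e-05, the smallest that 100000 permutations can give). Permuting within chromosomes gave as many such pairs on average (265.9 expected, 267 observed, permutation p = 0.454), so the pattern is one of base composition per chromosome, with no run structure detected within chromosomes. The other cases held 4 pairs of neighbours at A or T, and all 4 had the same base (49.7% in permutations, permutation p = 0.0619). These pairs were too few for a comparison. Among the 15 chromosomes with at least 10 such mutations, the rarer base made up less than 10% on 7, between 10 and 25% on 3, and 25% or more on 5.

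Several technical explanations of the T-ALL5 pattern were weighed. If it followed the coding strand of genes, A would dominate or be rare there, but 49.5% of the mutations had A on the coding strand. Neighbours shared the coding-strand base in 60.6% of pairs, above the 49.9% of permutations (p = 4e-05) but below the share on the forward strand. Donor-strain variants would be expected in other cases with the same donor strain, and 0 of the T-ALL5 point mutations were listed in another case. This cannot exclude variants private to the donor of T-ALL5. It also says little if known strain variants were removed before the list was made. Depth was tested at positions covered by at least 50 reads, where T-ALL5 had 186 point mutations and the other cases at most 13 each. Of the 186, 97.8% were at A or T, compared with 30.4% of 79 in the other cases, and 79.0% of neighbours had the same base (52.1% in permutations, p = 1e-05). Reads shared within multigene families were tested by leaving such families out, after which 75.4% of neighbours had the same base. Local clusters were tested by keeping 1 mutation per 1000000 bases, after which 73.4% had the same base. The list's restriction to protein-altering changes applied to all cases, of which the others had 27.7% of mutations at A or T. Damage in the library at low frequency would give lower VAFs than in the other cases, and the difference in medians was 0.0527 in the opposite direction. No preparation batch is given for the cases. A difference in preparation or calling that acted alike on all chromosomes would give similar shares of A on each, whereas chromosome 13 had 37 mutations at A and 0 at T and chromosome 5 had 0 at A and 19 at T. A candidate biological explanation is damage on one strand of each chromosome, inherited by the leukemic clone without repair, which would give chromosomes with almost one base only or a near-even mix. With 3 of 15 chromosomes in between, this hypothesis could be neither told apart from other explanations nor excluded.

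T-ALL4, with 2 small insertions and deletions, stood apart from the other 8 cases without a 5′ deletion, which had 0 or 1 (gap over range 0.50). Counts of 0, 1 and 2 fix this gap, which is 1 variant, and requiring at least 10 variant reads left 1 in T-ALL4. No biological explanation was tested.

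T-ALL201 had the lowest median VAF of the cases with a 5′ deletion, 0.278, where the next lowest was 0.352 (gap over range 0.475). It rests on few variants and reads, since T-ALL201 had 2 variants, and the 95% Wilson intervals of both (2 of 2) held the median of the other 9 cases, 0.409. The gap may therefore come from counting error. No biological explanation was tested.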

How the results depend on the processing

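Several settings could not move any result: no variant lay below a VAF of 20%, no line was repeated and every variant was protein-altering, so these settings returned the values reported and show no stability. The remaining settings are described here.

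The medians of point mutations and of insertions and deletions, the total of point mutations and the ratio of T-ALL5 to the other cases stayed within 1.5 times their values under the filters and ways of counting fixed before the data were examined. Leaving out T-ALL5 was set for the median only, which was then 8.5. Under these settings, the median of point mutations ranged from 7 to 9, the total from 455 to 516 and the ratio from 42.2 to 53.6. Counting insertions and deletions with the point mutations, a setting chosen after seeing the data, left the median at 9 and gave a total of 538.

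Counts by Notch1 domain depended on the limits. With the PEST domain starting 50 residues further upstream, 8 cases had a PEST-domain mutation and 2 a TAD mutation, and when truncating variants after the ankyrin repeats were counted as PEST-domain mutations, 10 cases had a PEST-domain and 1 a TAD mutation, against 3 and 7 as reported. The residue positions of the variants account for these changes. Requiring at least 10 variant reads left 0 cases with an HD-domain mutation in place of 2 and 4 with a TAD mutation in place of 7. The same filter left 3 cases with a mutation in one of the other genes the paper names in place of 5. Those 5 include T-ALL202, which counts only through the variant listed as Rit1 (9 of 32 reads). GENCODE M21 assigns that variant to Bcl11b. Coverage of 16 to 34 reads at the variants concerned limits these counts. The number of cases with an Ikzf1 mutation was 6 in all settings run, and that with a Notch1 mutation fell to 8 when at least 10 variant reads were required.

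The comparisons by 5′ deletion did not pass p = 0.05 in any setting. C-to-T changes were rarer in T-ALL5 in all settings run. The difference in median VAF of T-ALL5 was 0.038 with at least 10 variant reads. For single cases, 10 of 171 counts under the settings that could move them changed by more than 1.5 times. Requiring at least 10 variant reads lowered 7, requiring a coverage of at least 20 reads lowered 2, and counting insertions and deletions with the point mutations raised 1.
No paired analysis was possible because all cases belong to 1 condition.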

Differences from the paper's values

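The paper reports Notch1 PEST-domain mutations in 10 of 19 cases, and 3 were counted when a variant had to start at or after residue 2400. Among the alternatives set before the data were examined, a PEST domain starting 50 residues further upstream gave 8 cases and counting truncating variants after the ankyrin repeats as PEST-domain mutations gave 10, both within 1.5 times the paper's value. A VAF of at least 20%, at least 10 variant reads (3 cases each) and a start 50 residues further downstream (2 cases) did not close the gap. The cases differ even where the number is the same: 9 of the 10 cases in Table 1 carried such a variant, T-ALL3 carried one and is given as a TAD mutation in Table 1, and T-ALL4, given there with a fusion, had no Notch1 variant among those analysed here.

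The paper gives 5% of cases with a TAD mutation, and 36.8% was obtained. Counting truncating variants after the ankyrin repeats as PEST-domain mutations gave 5.26%, but the case left was T-ALL124, whereas Table 1 gives T-ALL3 as the TAD case. The other settings did not close the gap: a PEST domain starting 50 residues further upstream gave 10.5%, further downstream 42.1%, at least 10 variant reads 21.1% and a VAF of at least 20% 36.8%.

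Small insertions and deletions were fewer than in Table 1 for 9 cases, in 6 of them by more than 1.5 times. Table 1, read by eye, shows about 2 in T-ALL3, T-ALL13 and T-ALL14, where 1 was counted in each, and about 1 in T-ALL7, T-ALL36 and T-ALL201, where 0 were counted. None of the alternatives set before the data were examined closed these gaps. Table 1 shows about 1 point mutation in T-ALL203, where 0 were counted; none of the alternatives set before the data were examined closed the gap, and counting insertions and deletions with the point mutations gave 1, a setting chosen after seeing the values. For T-ALL5, Table 1 shows about 330 point mutations by eye, where 375 were counted, a gap within 1.5 times. Requiring at least 10 variant reads gave 337 in T-ALL5. Over all 19 cases, the number of all variants in the list equalled the point mutations of Table 1 in 12 cases, compared with 7 cases for the number of substitutions.

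The paper names Dnmt3a among mutated genes, and 0 variants of it were found among those analysed here. It also names Rit1 in T-ALL202 in Table 1. The variant with this gene name, T449A at position 107916710 of chromosome 12, is assigned by GENCODE M21 to Bcl11b through its transcript, ENSMUST00000066060. The authors' list thus uses the name Rit1 for a variant in the Bcl11b transcript, so the difference may be one of gene names only. The paper places the +3573 site in the third intron, and it lay in intron 2 of the transcript ENSMUST00000028288. The paper's intron 1 holds the −8131 site, which lies upstream of that transcript. Its numbering therefore starts from an upstream exon that ENSMUST00000028288 lacks, which accounts for the different number.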

Other observations

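The comparisons by 5′ deletion were fixed before the data were examined, except the one that counts truncating variants. The other tests in this part were chosen after the results were seen, and Fat1, Cryba4, Ddx3x, Trpv1 and Otx1 are named because of their values.

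PEST-domain mutations (from residue 2400) were listed in 3 of 10 cases with a 5′ deletion according to Table 1 and in 0 of 9 without (Fisher's exact test, two-sided, p = 0.211, Benjamini-Hochberg adjusted over 3 tests 0.316). Counting truncating variants after the ankyrin repeats, chosen after seeing the data, the numbers were 6 of 10 and 4 of 9 (exact p = 0.656). Ikzf1 mutations were listed in 3 of 10 and 3 of 9 (exact p = 1, adjusted 1). Point mutations had a median of 10 with and 7 without a 5′ deletion, a difference of 0.395 in mean log10 of the count plus 1 (exact permutation test, two-sided, p = 0.0539, adjusted 0.162), which fell to 0.236 without T-ALL5 (exact p = 0.102). No association with the 5′ deletion was detectable in these 19 cases, and groups of this size leave moderate differences open.

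T-ALL108 and T-ALL110 shared 2 of their 10 and 8 variants, Notch1 F1592S and Fat1 K3850I, the latter at position 45038383 of chromosome 8 with VAFs of 0.267 and 0.234. The number of HD-domain mutations therefore rests on 1 base change seen in a pair of cases that share another variant. If cells or DNA had been mixed, variants at least as frequent as the shared ones would be expected in both, but 4 of the 8 unshared variants of T-ALL108 and 4 of the 6 of T-ALL110 were at least that frequent. If the 6 shared variants fell on random pairs of cases, any pair would hold 2 of them with a probability of 0.085. Their placement on 1 pair could therefore be coincidence. That calculation takes the 6 shared variants as given, so it does not address how the same change came to be listed in 2 cases. A common donor or precursor may be a candidate explanation, but the donor of each case was not analysed here.

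The other variants listed in 2 cases were Cryba4 Q187E in T-ALL124 and T-ALL128 (VAFs 0.568 and 0.636), Ddx3x T532A in T-ALL4 and T-ALL13 (VAFs 0.79 and 0.738), Trpv1 R433H in T-ALL111 and T-ALL120 (VAFs 0.708 and 0.576), and Ikzf1 R182Q. The normal control named in the exome methods is host tissue, so variants inherited from donors cannot be excluded among the shared ones.

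On chromosome 11, 10 variants were listed in the 6 cases with an Ikzf1 mutation, 6 in Ikzf1 and 4 in other genes, and 6 of the 10 had a 95% Wilson interval entirely above 0.5. The 4 in other genes had VAFs of 0.803 (Trp53, T-ALL126), 0.87 (Otx1, T-ALL202), 0.708 and 0.576 (Trpv1, T-ALL111 and T-ALL120). In 6 other cases with a chromosome 11 variant, T-ALL5 left out, the mean VAF on that chromosome was between 0.233 and 0.468. Because these cases were grouped by mutations from the same list, the difference was not tested.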
